# *Swiss cheese* Is Essential for Maintaining Spermatogenesis and the Proper Functioning of Biological Barriers in *Drosophila*

**DOI:** 10.3390/ijms27125486

**Published:** 2026-06-17

**Authors:** Elena V. Ryabova, Ekaterina A. Ivanova, Artem E. Komissarov, Elena U. Bolobolova, Natalia V. Dorogova, Elizaveta E. Slepneva, Evgenia M. Latypova, Irina V. Ogneva, Svetlana V. Sarantseva

**Keywords:** *Swiss cheese*, *PNPLA6*, *Drosophila melanogaster*, spermatogenesis, septate junctions, somatic permeability barrier

## Abstract

Functional changes in *PNPLA6* (Patatin-like phospholipase domain-containing protein 6), caused by gene mutations or inhibition by organophosphates, affect the levels of various phospholipids. In humans, this leads to organophosphorus compound-induced delayed neurotoxicity syndrome (OPIDN) and a number of rare diseases. In this study, we analyze the role of the *Swiss cheese* gene (*sws*), an ortholog of *PNPLA6*, in spermatogenesis in *Drosophila melanogaster*. We report that the *sws*^1^ mutation affects membrane remodeling during spermatid individualization, as well as spermatid coiling during the late stages of spermatogenesis. In addition, the *sws*^1^ mutation leads to changes in the transcriptome in the testes of flies. We also demonstrate that *sws* is required for the proper functioning of important biological barriers in *Drosophila*.

## 1. Introduction

Patatin-like phospholipase domain-containing proteins (PNPLAs) play a crucial role in cell membrane renewal, the generation of signaling molecules, and lipid metabolism [1,2,3]. PNPLAs hydrolyze lipid substrates such as neutral lipids or glycerophospholipids [4]. A link has been shown between mutations in the *PNPLA* family genes or disruption of the catalytic activity of the proteins they encode and the development of various diseases [5,6,7].

*PNPLA6* (historically known as neurotoxic esterase (*NTE*)) has been identified as a target of organophosphorus compounds (OPs) that cause organophosphorus compound-induced delayed neurotoxicity (OPIDN) syndrome characterized by paralysis of the lower limbs due to long axon degeneration [4]. Mutations in the *PNPLA6* gene are also responsible for autosomal recessive spastic hereditary paraplegia 39 (SPG39) [6] and other rare neurological diseases such as ataxia with spasticity or pure cerebellar ataxia [8,9,10], Gordon Holmes syndrome, Boucher–Neuheuser syndrome, Lawrence–Moon syndrome, Oliver–McFarlane syndrome and Leber congenital amaurosis [11,12,13,14].

Orthologs of the *PNPLA6* gene have been found in various organisms: nematodes, yeast, bacteria, *Drosophila*, and vertebrates [15]. All encode a phospholipase B that deacylates (lyso)phosphatidylcholine to glycerophosphocholine and one/two molecules of free fatty acids [1,16,17,18]. *PNPLA6* and its orthologs are widely expressed in the nervous system; expression has also been detected in testes [19,20], kidneys [21], and liver cells [19].

The ortholog of the human *PNPLA6* gene in *Drosophila melanogaster* is the *Swiss cheese* gene (*sws*), the function of which is important for neuronal viability [16,22], as well as the normal structure and function of glial cells, particularly subperineural glia, which are part of the *Drosophila* blood–brain barrier (BBB). This gene was identified in 1979 in the laboratory of M. Heisenberg during the analysis of mutants with anatomical brain defects resulting from exposure to the chemical mutagen ethylmethanesulfonate. Several mutations in the functional esterase domain and a nonsense mutation leading to the loss of one third of the protein (*sws*^1^, C7963853A, Ser375*) have been identified in the *sws* gene [16,22,23,24].

Previously, we first described the normal expression pattern of *sws*, identifying it in the male reproductive system, and demonstrated that this gene is critical for male fertility [25]. The mutant males had reduced courtship activity, their fertility significantly decreased with age, and sperm motility was reduced [26]. However, the reason for this phenotype remains unclear. Therefore, we hypothesized that *sws* might play a role in spermatogenesis. Spermatogenesis of *Drosophila* begins at the apical tip of the testes, where a stem cell niche is located, which includes hub cells, somatic cyst stem cells (CySCs), and germline stem cells (GSCs). These cells are in close contact with each other. The hub acts as a signaling center for both types of stem cells, providing their trophic support. Each of the eight GSCs divides asymmetrically to form one daughter cell, which remains in the niche and supports a pool of stem cells, and a gonialblast, which moves away from the hub and begins differentiation. CySCs also divide for self-renewal and cyst cell formation. Two CySCs encapsulate the gonialblast and differentiate with it [26,27]. The formed gonialblasts undergo four stages of mitotic division with the formation of cysts from 16 spermatogonia [27,28]. Next, they undergo meiotic division, and cysts of 64 haploid spermatids are formed, which then undergo a number of morphological changes necessary for the development of spermatozoa: the elongation of spermatid tails and nucleus shape modification [26]. In the end, the individualization of spermatids occurs when they are encapsulated in their own membranes. This requires the formation of an individualization complex (IC) consisting of 64 F-actin cones. Their main function is to carry out the movement of the individualization complex and membrane remodeling [29]. At the beginning of individualization, cones form around each of the nuclei in the mature cyst and then synchronously move along the tails towards the apical tip of the testis to form a cyst bladder, and each spermatozoa becomes enclosed in its own plasma membrane [30]. After individualization, each group of mature spermatozoa folds into a spiral, after which they are released into the lumen of the testis and transferred to the seminal vesicle for storage [26,31].

In this study, we studied spermatogenesis in the *sws*^1^ mutant and identified that *sws* is essential for the individualization of the spermatid and the maintenance of barrier functions in the body.

## 2. Results

### 2.1. sws^1^ Mutant Testes Showed Normal Early Spermatogenesis and Elongation

To find out the reason for low fertility in males, we performed a detailed cytological analysis of spermatogenesis in *sws*^1^ mutants by transmission electron microscopy (TEM). The results of the analysis showed that spermatogenesis generally progresses to the stage of individualization of spermatids and that we did not detect phenotypic defects in the morphology, dynamics, and remodeling of intracellular structures. In the late stage of elongation, we observed a characteristic normal spermatid morphology in both the wild type (WT) and the *sws*^1^ mutant. In TEM cross sections, each spermatid contains mitochondrial derivatives and axonemal microtubules. The major derivative is filled with paracrystalline material, and the minor derivative has a smaller volume. Mitochondria in combination with axonemes form an axial complex, which at this stage is surrounded by a large amount of cytoplasmic material (Figure 1A). Normally, this cytoplasmic material is almost completely removed during the next stage of individualization.

### 2.2. Spermatid Individualization Is Disrupted in sws^1^ Testes

Individualization of spermatids begins with the formation of ICs around nuclei in mature cysts of early spermatids, in particular composed of F-actin [32]. We visualized ICs using the fluorescent dye phalloidin conjugated to iFluor488 (Figure 1B,C) and polyglycylated tubulin as a marker of developed elongated spermatids and, consequently, elongated cysts using AXO 49 antibodies (Figure 1D and Figure S2). Actin complexes are present in the WT and in the *sws*^1^ mutant in 1-day-old flies, but the number of ICs, as well as the number of actin complexes moving along the tail of the spermatids and the number of AXO-positive cysts, decreases in the *sws*^1^ mutant at 5 days old, and they are almost absent at 15 days old (Figure 1E,G). In the late stages of spermatogenesis in *sws*^1^, the nuclei of the spermatids have a normal needle shape, but it should be noted that no nuclear bundles were detected (Figure 2A, shown by the arrows).

The spermatid individualization process also involves non-apoptotic activation of caspases to dispose of the bulk of the cytoplasm and organelles that accumulate as actin complexes move along the spermatid tails. Using antibodies specific for activated caspase 3, we detected that the non-apoptotic caspase cascade was active in the formation of cystic bulges and waste bags in sws1 mutants and did not differ from that of the WT (Figure 2D and Figure S2).

In the WT, individualization leads to separation of spermatids; as a result, part of the cytoplasm is removed and each spermatid is surrounded by a plasma membrane. Spermatids are tightly packed and highly ordered. In *sws*^1^ mutant cysts, we observed a lack of spermatid individualization. Spermatids do not separate and remain in the common cytoplasm. A significant proportion of the cysts examined contained separate, individualized spermatids and a cluster of unindividualized ones (Figure S1). Subsequently, these clusters lose their internal structure and become denser and darker (Figure 2B). Probably, this is how their degradation manifests itself.

In the final stages of spermatogenesis, each group of mature sperm coils in the terminal epithelium (TE) and is released into the testicular lumen before migrating from the TE to the seminal vesicle, where they prepare for ejaculation [26,27]. Visualization of mature spermatids with AXO49 antibodies revealed that the *sws*^1^ mutant, unlike the WT, exhibits disorganization of the mature spermatid tails in the TE, appearing as tangled tails (Figure 2E).

As a result of abnormal individualization, a low number of mature sperm are formed (Figure 2C). As a result of the processes that take place, a decrease in the size of the seminal vesicles is observed in the *sws*^1^ mutant (Figure 2F,G).

To determine whether mature spermatids in TE are viable, we stained the testes with the fluorescent dye YO PRO-1. YO-PRO-1 is a nuclear marker that does not penetrate the intact plasma membrane of living cells due to its size. However, it binds to the DNA of dying cells due to alterations in the cell plasma membrane during apoptosis [33]. In WT, the dye did not penetrate into the testis cells of flies of different ages (Figure 3). In *sws*^1^, the dye did not penetrate cyst cells only in the early stages of spermatogenesis (Figure 3A). In the post-meiotic stages, the dye accumulates in the cyst cells of the early and late spermatids (Figure 3B).

### 2.3. Gene Expression Profile Is Altered in sws^1^ Testes

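RNA was isolated from the testes of WT (Canton S) and *sws*1 males, with 30 pairs of testes in each of 2 libraries per genotype. Ribosomal RNA was removed, and directional libraries were sequenced in paired-end mode with reads of 150 bp. The authors trimmed the reads, mapped them to the *Drosophila* genome and counted the reads that mapped to each annotated transcript with htseq-count. The deposited values are these counts, without normalization. The paper's text names neither the release of the reference nor the strand setting of the counting. The counts came to 4498060 in WT replicate 1, 2692475 in WT replicate 2, 2364636 in *sws*1 replicate 1 and 2218335 in *sws*1 replicate 2. Of the 29939 transcripts, 29929 matched the BDGP 6.54 annotation, and these belonged to 13771 genes, of which 6854 had more than 1 transcript.

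The counting divided the reads of a gene differently among its transcripts in each library. Among the 3318 genes with more than 1 transcript and at least 50 counts in each library, the transcript with the most counts differed between the WT replicates in 533 (16.1%) and between the *sws*1 replicates in 551 (16.6%). In 395 of these genes, a transcript with 0 counts in one WT replicate had at least 50 in the other. Values are therefore given both for transcripts as deposited and for counts summed over all transcripts of a gene, which is the level of Table S1. Low counts were removed with edgeR's filterByExpr, the libraries were scaled by the TMM method, and genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Standard errors beside edgeR values were derived as the absolute log2 fold change divided by the square root of the test's F statistic. The test covered 14159 transcripts with a biological coefficient of variation of 0.607, and 9635 genes with one of 0.106. The median absolute log2 ratio between replicates was 0.30 (WT) and 0.33 (*sws*1) for transcripts and 0.18 and 0.20 for genes. As in the paper, a DEG had an absolute log2 fold change (log2FC) above 0.3 and an adjusted p under 0.05.

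The mutated gene, *sws* (FBgn0003656, X chromosome, 7956820 to 7968236), had 662 and 500 counts in WT replicates 1 and 2 and 166 and 179 in *sws*1 replicates 1 and 2, summed over its 3 transcripts. Its level was 176 ± 28.4 counts scaled to the library size (CPM; SD, n = 2) in WT and 72.1 ± 8.33 (SD, n = 2) in *sws*1. The log2FC was −1.28 (standard error 0.15, adjusted p = 2.13e-06, edgeR). The gene overlaps *sn* and *asRNA:CR45620* on the opposite strand, whose reads a counting without strand could include. The transcript of *sws* listed in Table S1, FBtr0071125, had 392 and 268 counts in WT and 51 and 156 in *sws*1. For this transcript alone the log2FC was −1.15 (standard error 0.63, adjusted p = 0.500, edgeR), and it was −0.53 without *sws*1 replicate 1 and −2.25 without *sws*1 replicate 2.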

To more fully characterize the changes in spermatogenesis that occur with *sws* gene knockout, we compared gene expression profiles in the testes of *sws*^1^ and WT males at 5 days of age using RNA sequencing. 

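At the level of transcripts, 0 of the 14159 transcripts tested were DEGs, and the smallest adjusted p of edgeR's quasi-likelihood test was 0.0734. The unadjusted p was under 0.05 for 2413 transcripts. An unadjusted p in place of the adjusted one moved the number of DEGs most, to 2328 transcripts past both thresholds, and summing the counts per gene gave 2012 genes. On the transcripts, DESeq2's Wald test called 1455 of 16790, and edgeR's test called 450 of the 10038 transcripts with at least 10 counts in every library. In 3 simulated draws of 14159 transcripts, with 600 changed 2-fold in total, 596 of the 755 transcripts called by DESeq2 were unchanged ones. On counts summed per gene, 80 of 503 calls by edgeR and 17 of 296 by DESeq2 were unchanged genes. Such shares depend on how many features change, so they do not carry over to the real calls.

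Further settings on counts summed per gene were chosen after seeing the data. Raising the threshold on the absolute log2FC from 0.3 to 1 moved the number of DEGs most, to 592. With DESeq2 in place of edgeR, 994 of 11435 genes were DEGs, of which 932 were also among those of edgeR. Of the genes in Table S1, 1019 were DEGs in the same direction by edgeR on counts summed per gene and 947 by DESeq2 on the same counts. On the transcripts, DESeq2 called a transcript in the same direction for 801 of the genes in Table S1, whether or not it was the one listed there.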

We identified 1054 differentially expressed genes (DEGs) in the transcriptome data of WT and *sws*^1^ testes of flies. Among them, 389 DEGs were upregulated and 665 DEGs were downregulated in the *sws*^1^ testes (Figure 4A, Supplementary Material, Table S1), indicating a significant restructuring of physiological processes in *sws*^1^.

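With counts summed per gene and TMM scaling, 903 genes were upregulated in *sws*1 testes and 1109 were downregulated, so that 44.9% of the changed genes were upregulated. The larger group depended on the scaling, since upper-quartile factors gave 1107 upregulated and 935 downregulated genes (54.2% upregulated), with 1837 genes shared between both scalings. It also depended on the fold threshold with TMM scaling. An absolute log2FC above 1 left 371 upregulated and 221 downregulated genes, and edgeR's glmTreat gave 505 and 486. The median log2FC of all tested genes was 0.02 with TMM and 0.07 with upper-quartile factors. DESeq2 called 363 upregulated and 631 downregulated genes on the same counts. Of the genes in Table S1, 358 of the 389 upregulated and 661 of the 665 downregulated ones were called in the same direction by edgeR.

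No transcript passed the thresholds with edgeR and filterByExpr, so the 10 largest changes each way are taken from the counts summed per gene. Because some of these genes had at most 3 counts in both libraries of a genotype, their changes are given as lower bounds. *CG43050* (FBgn0262352, 2L, 13119294 to 13120767), with 1 and 0 counts in WT and 337 and 329 in *sws*1, was at least 148-fold higher in *sws*1. *CG1971*, *CG41562*, *CG33669*, *CG45154* and *Anp* were at least 137-fold, 104-fold, 48.9-fold, 36.3-fold and 34.9-fold higher. The others were *Sdic4*, *CG17242* and *Acp54A1*, along with *CG14668* (4 and 1 counts in WT, 431 and 445 in *sws*1), which lies within the span of *kkv* on the same strand. In the other direction, *CG45492* (FBgn0267048, X chromosome, 19943357 to 19944147), with 187 and 131 counts in WT and 0 and 0 in *sws*1, was at least 38.0-fold lower. *kek4*, *Pp1-Y1*, *CG18536*, *CG43175* and *CG14369* were at least 35.4-fold, 29.0-fold, 28.0-fold, 19.0-fold and 15.3-fold lower, followed by *Cyp6a9*, *CG42446*, *CG5347* and *Drsl5* with a log2FC from −4.64 to −3.75. From the numbers of upregulated and downregulated genes, the paper concludes that physiological processes are restructured in *sws*1.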

Next, to understand the role of genes and their interactions in various biological processes, we performed Gene Ontology (GO) enrichment analysis using. clusterProfiler (Version 4.18.4) GO classifies the characteristics of genes and gene products into three domains: biological processes (BPs), molecular functions (MFs), and cellular components (CCs). 

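Table S1 lists only the DEGs of each GO term and not the other genes of the term, so the enrichment was not tested again. Instead, the genes listed for a term were looked up in the counts summed per gene. The study had called these genes from the same 4 libraries. Calling them again was therefore likely in advance and is not independent evidence for any GO term given here or below. On transcripts, edgeR with filterByExpr called 0 of the 165 genes in the GO terms of Table S1. Of these, 148 had a transcript with an unadjusted p under 0.05 by this test. Also on transcripts, DESeq2 called 130, and edgeR called 58 with at least 10 counts in every library. All 11 genes listed under flagellated sperm motility were DEGs with lower expression in *sws*1 by both edgeR and DESeq2, as were all 14 listed under cilium movement. Their log2FC ranged from −0.92 in *Mst84Da* to −0.41 in *jar*. *Mst84Da* (FBgn0004172, 3R, 7365850 to 7366262) had 3129 and 1660 counts in WT and 914 and 847 in *sws*1, which gave 693 ± 60.5 and 367 ± 3.17 CPM (SD, n = 2 each). Its adjusted p was 1.17e-06 (edgeR, standard error of the log2FC 0.10), and it overlaps *MstProx* on the opposite strand.

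The 12 genes listed under female mating behavior were all higher in *sws*1, and 6 of them were DEGs by edgeR and 12 by DESeq2. Of the 10 genes listed under insemination, 5 were DEGs by edgeR and 10 by DESeq2. Among the 12, *Dup99B* had 4 and 10 counts in WT and 205 and 94 in *sws*1, with a log2FC of 4.85 (standard error 0.75, adjusted p = 0.0272, edgeR). *lectin-46Cb* had 2 and 2 counts in WT and 125 and 18 in *sws*1, at least 30.7-fold higher on the mean of both *sws*1 libraries, but at least 8.35-fold without *sws*1 replicate 1 and at least 53.1-fold without *sws*1 replicate 2. Its adjusted p was 0.233 (edgeR). In *Acp36DE*, 98 and 65 counts in WT stood against 1965 and 762 in *sws*1, and this difference between the *sws*1 replicates left an adjusted p of 0.0807 (edgeR). *Acp36DE* lies within the span of *Fas3*, on the opposite strand.

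Of these 12 genes, 9 belong to a list of accessory gland genes written for the re-analysis. The 25 tested genes of that list had a median log2FC of 4.21, or 4.07 with genes at most 3 counts in WT set to their bound, and all 25 were higher in *sws*1. In 24 of the 25, *sws*1 replicate 1 exceeded *sws*1 replicate 2. There were 13 DEGs over all genes tested and 14 adjusted over the list alone, which is not independent evidence because 21 of the 25 are in Table S1. Camera's test with a preset correlation of 0.01 gave an adjusted p of 3.13e-22 over the 22 lists tested. Camera called 10 of the 22 lists, and 4 of them (ejaculatory duct and bulb, fat body, fatty acid synthesis and testis-specific respiration paralogs) were also called by fry. With the correlation estimated from the data, 0 lists were called after adjustment and 3 had an unadjusted p under 0.05. For the accessory gland list the adjusted p was 0.120 with fry and 0.376 with the estimated correlation.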

DEGs are mainly enriched in the motility of the cilium and flagellum cells, the path of sperm motility and reproductive and mating behavior. 

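Under peptidase inhibitor activity, Table S1 lists 10 genes, and the same 10 are listed under peptidase regulator activity. All 10 were higher in *sws*1, 8 of them DEGs by edgeR and 8 by DESeq2 on counts summed per gene. The smallest log2FC was that of *Mcr* (0.56) and the largest that of *Spn38F* (4.90). *Spn38F* had 6 and 6 counts in WT and 212 and 52 in *sws*1, and with this spread its adjusted p was 0.163 (edgeR, standard error 1.34). The serpin gene *nec* (FBgn0002930, 2R, 7156477 to 7158241) had 189 and 122 counts in WT and 297 and 329 in *sws*1. Its level rose from 46.1 ± 2.36 to 131 ± 17.6 CPM (SD, n = 2 each), a log2FC of 1.51 (standard error 0.15, adjusted p = 2.47e-07, edgeR). *nec* overlaps *pk* on the opposite strand.

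Table S1 lists 9 genes under receptor ligand activity, all higher in *sws*1, and 6 were DEGs by edgeR and 7 by DESeq2. The 7 genes listed under hormone activity are all among these 9, and 4 of the 7 were DEGs by edgeR and 6 by DESeq2. The smallest log2FC was that of *Sema1b* (0.55) for receptor ligand activity and that of *Nplp2* (0.96) for hormone activity. Of the 7 genes, 4 also belong to the list of accessory gland genes.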

The protein products of these genes have various MFs, namely, peptidase inhibitor and regulator activity and receptor and hormone activity. It is interesting that these proteins are localized in the cell mainly in the motile cilium, sperm flagellum, cytoplasmic dynein complex, and septate and tight junctions (Figure 4D,E).

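All 8 genes that Table S1 lists under motile cilium and all 6 listed under sperm flagellum were DEGs with lower expression in *sws*1 by both edgeR and DESeq2 on counts summed per gene. The log2FC under motile cilium ranged from −0.88 in *dj* to −0.30 in *Mst77F*. Of the 7 genes listed under cytoplasmic dynein complex, all lower in *sws*1, 6 were DEGs by edgeR and 7 by DESeq2. The log2FC ranged from −3.35 in *Sdic3* to −0.51 in *robl62A*, and the gene that edgeR did not call was *SdicC* (log2FC −1.38, standard error 0.37, adjusted p = 0.105).

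*Sdic3* and *SdicC* belong to a cluster of 7 near-identical *Sdic* copies, between which the counting could have divided reads. Summed over the 7 copies, the level was 607 and 589 CPM in WT and 460 and 722 CPM in *sws*1. The log2 ratio of the sums was −0.017, within the pooled SD of 0.33 between replicates, so the changes of single copies are uncertain. The terms septate junction and tight junction list the same 10 genes, all of them higher in *sws*1. All 10 were DEGs by edgeR, and 9 were DEGs by DESeq2, *Fas3* being the exception. As the study picked them from these libraries, this is not independent evidence.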

These transcriptome results were confirmed by measurements based on qRT-PCR of several genes with the most altered expression (*protB*, *erasp*, *cyp4p3*, *cg12376*, *tsf1*, and *sdic4*), as well as genes of septate junctions (*bark* and *mesh*) (Figure 4B,C).

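By edgeR on counts summed per gene, all 8 genes measured by qRT-PCR were DEGs, whereas at the level of transcripts 0 of them were, although all 8 had a transcript with an unadjusted p under 0.05. The transcript of *mesh* listed in Table S1 had too few counts to be tested. *ProtB* (FBgn0013301, 2L, 14882101 to 14883721) had 3351 and 2016 counts in WT and 440 and 577 in *sws*1. This is 788 ± 1.09 CPM in WT and 214 ± 53.7 CPM in *sws*1 (SD, n = 2 each), a log2FC of −1.89 (standard error 0.14, adjusted p = 5.21e-07, edgeR). *Erasp* (FBgn0050090, 2R, 15689826 to 15691014) fell from 85.9 ± 1.45 to 12.0 ± 3.97 CPM, with 361 and 222 counts in WT and 37 and 21 in *sws*1. Its log2FC was −2.83 (standard error 0.21, adjusted p = 1.86e-09, edgeR). For *Cyp4p3* (FBgn0033397, 2R, 9242320 to 9244410), 504 and 275 counts in WT and 70 and 39 in *sws*1 gave a log2FC of −2.32 (standard error 0.20, adjusted p = 3.54e-08, edgeR). *Cyp4p3* overlaps *hig* on the opposite strand. With each library left out in turn, the log2FC ranged from −2.17 to −1.65 for *ProtB*, from −3.22 to −2.54 for *Erasp* and from −2.73 to −2.02 for *Cyp4p3*.

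Among the upregulated genes, *CG12376* (FBgn0033323, 2R, 8701835 to 8704502) had 538 and 370 counts in WT and 914 and 814 in *sws*1. The log2FC was 1.41 (standard error 0.12, adjusted p = 1.06e-08, edgeR), and 1.22 for its transcript FBtr0088706 alone. *Tsf1* (FBgn0022355, X chromosome, 18387084 to 18390344) had 10984 and 5739 counts in WT and 15095 and 12268 in *sws*1, with a log2FC of 1.24 (standard error 0.10, adjusted p = 8.37e-09, edgeR). *Sdic4* (FBgn0053499, X chromosome, 20220666 to 20225020) had 4 and 0 counts in WT and 471 and 609 in *sws*1. Its log2FC was 8.49 (standard error 0.39, adjusted p = 4.67e-08, edgeR), and 7.84 without WT replicate 2. Without WT replicate 1 it was 12.1, a value set by the prior count because the remaining WT library has 0 counts. With so few counts in WT, the standard error is smaller than these shifts and understates the uncertainty. As 1 of the near-identical *Sdic* copies, *Sdic4* could share reads with the others, and its value is uncertain. At the level of transcripts, the smallest adjusted p among the transcripts of these 6 genes listed in Table S1 was 0.0994 (edgeR).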

Among DEGs with reduced expression, genes controlling sperm motility are represented. 

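A list of 25 tested axoneme and sperm motility genes, 8 of which are in Table S1, had a median log2FC of −0.25 in *sws*1 on counts summed per gene. In this list, 8 genes were DEGs with lower expression and 1 was a DEG with higher expression. The latter was *tilB* (log2FC 0.48, adjusted p = 0.0470, edgeR), which overlaps *wap* on the opposite strand. The counts were the same, 8 and 1, when adjusted over the list alone. The adjusted p over the 22 lists was 0.00251 with camera, 0.147 with fry and 0.376 with the estimated correlation. Relative to the WT mean, the median of the list was −0.33 in *sws*1 replicate 1 and −0.21 in *sws*1 replicate 2. *Dnah3* (FBgn0035581, 3L, 4861269 to 4895749) had 496 and 435 counts in WT and 184 and 202 in *sws*1, or 143 ± 38.0 and 80.7 ± 10.3 CPM (SD, n = 2 each). Its log2FC was −0.82 (standard error 0.18, adjusted p = 0.00386, edgeR), from −1.07 to −0.54 with each library left out.

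A list of 27 tested genes of post-meiotic transcription and sperm chromatin, 10 of them in Table S1, had a median log2FC of −0.30. Here 13 genes were DEGs over all genes tested and 14 adjusted over the list alone, all with lower expression. Camera gave an adjusted p of 1.11e-05 and fry 0.102 for this list.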

Analysis of alpha-tubulin, its acetylated form, and dynein levels, which mediate sperm motility, revealed decreased levels, which explains the reduced sperm motility in mutant *sws*^1^ (Figure 4F) [25].

### 2.4. sws Is Required for the Integrity of the Somatic Permeability Barrier of Mature Spermatids

*sws* has previously been shown to be expressed in post-meiotic stages in cyst cells of early and late spermatids [25]. One of the important roles of these cells is maintaining the somatic permeability barrier. In insects, the somatic permeability barrier is formed by septate junctions, which provide paracellular flow between the apical tips and TE of somatic cells, maintaining cell polarity [34]. 

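A list of 32 tested septate junction genes had a median log2FC of 0.30 between *sws*1 and WT testes on counts summed per gene, and 24 of the 32 genes were higher in *sws*1. Of these genes, 11 were DEGs, all upregulated, and 13 were upregulated and 1 downregulated when adjusted over the list alone. Because 10 of the 32 are in Table S1, the second count is not independent evidence. The adjusted p over the 22 lists was 0.000391 with camera, 0.102 with fry and 0.376 with the estimated correlation. The median was 0.19 without *sws*1 replicate 1 and 0.47 without *sws*1 replicate 2. For transcripts it was 0.35 over 68 transcripts, of which 0 were DEGs by edgeR with filterByExpr and 16 had an unadjusted p under 0.05.

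Among the genes whose proteins mark the barrier, *Nrg* (FBgn0264975, X chromosome, 8517373 to 8555170) had 189 and 109 counts in WT and 196 and 187 in *sws*1. Its level rose from 43.5 ± 1.24 to 79.9 ± 2.34 CPM (SD, n = 2 each), a log2FC of 0.87 (standard error 0.16, adjusted p = 0.000413, edgeR), and it overlaps *PIP82* on the opposite strand. For *Fas3* (FBgn0000636, 2L, 18320102 to 18393441), 155 and 119 counts in WT and 156 and 179 in *sws*1 gave a log2FC of 0.77 (standard error 0.18, adjusted p = 0.00345, edgeR). DESeq2 gave *Fas3* a log2FC of 0.75 and an adjusted p of 0.0706. The span of *Fas3* holds *CG34171* on the same strand and *Acp36DE* on the other, and a counting without strand could include reads of *Acp36DE*. *dlg1* (FBgn0001624, X chromosome, 11369665 to 11409776) had 156 and 91 counts in WT and 78 and 82 in *sws*1, and its log2FC of −0.12 did not pass the threshold (standard error 0.19, adjusted p = 0.715, edgeR). The transcript FBtr0333261 of *dlg1* had 51 and 0 counts in WT and 45 and 40 in *sws*1, with a log2FC of 1.54 (standard error 1.88, adjusted p = 0.803, edgeR), opposite to the summed counts. The other two tested transcripts of *dlg1*, FBtr0073486 and FBtr0308088, had a log2FC of −1.54 and −0.96.

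**Figure D1:**
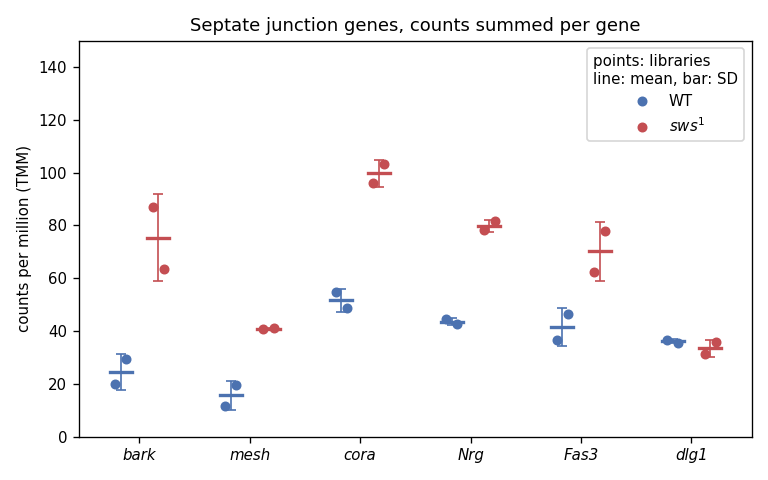
CPM (TMM scaling, counts summed per gene) of 6 septate junction genes in WT and *sws*1 testes, where points are libraries, lines are means and bars are SD (n = 2 each). For *bark*, *mesh*, *cora*, *Nrg* and *Fas3*, both *sws*1 libraries lie above both WT libraries, while for *dlg1* they overlap.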

Taking into account the results of transcriptome analysis indicating the importance of *sws* in septate junctions, we analyzed the integrity of the somatic permeability barrier in adult flies at 1, 5 and 15 days old by injecting 10 kDa dextran conjugated with Texas red into the abdomens of males.

In the early stages of spermatogenesis, neither the *sws*^1^ mutant nor the WT show changes in the integrity of the somatic permeability barrier, which remains impermeable to 10 kDa dextran in flies of different ages (Figure S3). The integrity of the somatic permeability barrier is preserved in the testes of WT flies and at the late stages of spermatogenesis in the TE of the testes (Figure 5A). At the same time, a completely different picture was observed in the testes of *sws*^1^ flies. The barrier was permeable to 10 kDa dextran, indicating a violation of its integrity (Figure 5A and Figure S4).

In *sws*^1^, the septate junction proteins Disks large 1 (Dlg-1), Fasciclin III (FasIII), and Neuroglian (Nrg) do not stain around the caudal end of the compacted nuclei bundle of mature spermatids at the final stages of spermatogenesis (Figure 5B). However, Coracle (Cora) protein was stained in the sws^1^ mutants of different ages. Cora and FasIII belong to the 4.1 family of proteins, which physically link cytoskeletal elements [35,36]. Dlg-1 contains PDZ domains and a guanylate kinase-like domain, suggesting its role in cellular signal transduction. Dlg-1 is required for junctional structure, cell polarity, and proliferation in the *Drosophila* epithelium [37]. Nrg is also a septate junction protein and is believed to be involved in cell adhesion [38].

### 2.5. Overexpression of the sws Gene Against the Background of the sws^1^ Mutation Leads to Restoration of the Individualization of Spermatids and Normal Accumulation of Sperm in the Seminal Vesicles

To confirm that the observed impairments are caused by *sws* knockout, we per-formed a rescue experiment. For this, *sws* overexpression was carried out in spermatids using the *eyaA3-GAL4* driver in an *sws*^1^ background. The size of the seminal vesicle (Figure 6A), the coiling of the spermatids in the TE (Figure 6B), and the individualization of the spermatid (Figure 6C,D,G) were restored in 5-day-old males of the *sws*^1^*;eya-GAL4;UAS-sws* genotype. Furthermore, in the late stages of spermatogenesis, Dlg-1 was located caudally to the bundle of nuclei, forming septate junctions of mature spermatids (Figure 6E).

### 2.6. The sws Gene Is Essential for the Functional Maintenance of Internal Barriers in Drosophila

In addition to the somatic permeability barrier, *Drosophila*, as a multicellular organism, has a number of internal physiological barriers whose main function is to protect the body from pathogenic effects and regulate metabolism. Taking into account our results for *sws* expression, we analyzed a number of internal barriers in the body of *Drosophila* when it is destroyed. It has previously been shown that *sws* dysfunction leads to subperineural glia death [23,24], which is part of the BBB of *Drosophila* [39,40], and the permeability of the BBB is impaired [41]. The BBB protects the central nervous system (CNS) from high concentrations of ions, especially potassium, elevated levels of which can disrupt electrical conductivity in the brain [42]. We also showed BBB permeability by injecting 10 kDa dextran into the abdomen of 5-day-old flies. Unlike WT flies, in which dextran was concentrated on the brain’s surface without penetrating into the brain, it was localized within the BBB and CNS in *sws*^1^ (Figure 7A,C).

The sheathing glia of the CNS envelop the entire neuropil, forming an internal barrier at the neuropil–cortex interface [43]. We analyzed this barrier by introducing dextran into the neuropil of the fly’s brain and analyzing its distribution using confocal microscopy. In WT, dextran was penetrated into the cerebral cortex of the neuropil in limited amounts. In the *sws*^1^ mutant, dextran filled the entire cavity of the cerebral ganglion cortex (Figure 7D,E; Supplementary Movies 1 and 2).

When analyzing the blood–eye barrier in WT flies, dextran was distributed at the retinal border. In *sws*^1^ flies, the dye was distributed within the retina, indicating disruption of the blood–eye barrier (Figure 7B). The structure of the retina was then visualized using phalloidin and Dlg-1 antibodies. Phalloidin is stained actin filaments enriched in the specialized photon-sensing domain known as rhabdomere, whose structure is violated in the *sws*^1^ mutant. Furthermore, visualization of the membrane-associated protein Dlg-1 in the retina showed an amendment in protein localization in the *sws*^1^ mutant (Figure 7B’). Therefore, it can be assumed that *sws* activity is required for SJ-mediated barrier integrity in multiple cells.

## 3. Discussion

Lipids are key components of membranes that determine their biophysical properties, in particular, their rigidity/curvature, lipid packing, fluidity and tension [44,45]. Phospholipid metabolism factors have been shown to be essential for individualization [46,47]. In mammals, the molecular composition of the sperm plasma membrane is known to change during maturation. A similar process is assumed to occur in *Drosophila* during individualization, when the molecular composition of sperm membranes is determined during IC migration. In this case, membranes can act as a depot for lipids [32].

In this study, we demonstrated a previously unknown function of *sws* in spermatogenesis at the stage of spermatid individualization. In the testes of *sws*^1^ flies, spermatid elongation occurs after meiosis, but not all spermatids are individualized. The ICs are formed and move caudally along the spermatid cyst. At the same time, the majority of spermatids do not encase themselves in their own membrane, indicating a disturbance in the membrane remodeling process that occurs simultaneously with IC movement [48]. The *sws*^1^ mutant also exhibits impaired spermatid coiling before their release into the ejaculatory duct. We also observed increased apoptosis during the final stages of spermatogenesis, which led to a reduction in the number of spermatozoa in the seminal vesicle. These data are consistent with the hypothesis that the coiling stage serves as a checkpoint for identifying abnormal spermatozoa following individualization [49,50].

The conducted transcriptomic analysis enabled a more comprehensive characterization of the testes of *sws*^1^ flies. Thus, among the downregulated DEGs, multiple mitochondrial function categories are significantly enriched, including the respiratory electron transport chain ATP synthesis coupled electron transport and mitochondrial membrane organization. 

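Table S1 lists 13 genes under respiratory electron transport chain, 12 under ATP synthesis coupled electron transport and 9 under mitochondrial membrane organization. All of them were DEGs with lower expression in *sws*1 by edgeR on counts summed per gene, and 11, 10 and 8 of them were DEGs by DESeq2. The study had picked these genes from the same libraries, so the tallies are not independent evidence. At the level of transcripts, 0 of the 21 genes in these terms were DEGs by edgeR, and all 21 had a transcript with an unadjusted p under 0.05. In the first 2 terms, 7 of the 13 and 7 of the 12 genes belong to the list of testis-specific paralogs of respiratory subunits. The log2FC under respiratory electron transport chain ranged from −0.95 in *UQCR-6.4L* to −0.38 in *COX5A*, and under mitochondrial membrane organization from −0.83 in *CG3092* to −0.38 in *Mics1*.

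*UQCR-6.4L* (FBgn0262842, 3L, 16566750 to 16567300) had 379 and 221 counts in WT and 102 and 115 in *sws*1, which is 87.8 ± 1.82 and 45.4 ± 6.67 CPM (SD, n = 2 each). The standard error of its log2FC was 0.16 and the adjusted p 0.000201 (edgeR). It overlaps *Mipp1* on the opposite strand. *COX5A* (FBgn0019624), which overlaps *glo* on the opposite strand, had 1782 and 1002 counts in WT and 815 and 684 in *sws*1, or 405 ± 18.8 and 312 ± 19.1 CPM, with a standard error of 0.11 and an adjusted p of 0.0133 (edgeR). *CG3092* fell from 427 ± 17.5 to 240 ± 7.65 CPM, with an adjusted p of 6.79e-06 (edgeR).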

Previously, we hypothesized that the observed reduction in sperm velocity might be linked to impaired energy supply. However, analysis revealed a decrease in testicular ATP levels in 15-day-old males, but not in 5-day-old males, even though the spermatozoa of the mutant males were less active. 

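For mitochondrial function as a whole, 3 lists of respiratory genes were compared on counts summed per gene. The 26 tested testis-specific paralogs of nuclear-encoded subunits had a median log2FC of −0.26, with 11 DEGs over all genes tested and 12 adjusted over the list alone, all with lower expression in *sws*1. The adjusted p over the 22 lists was 0.00136 with camera, 0.0311 with fry and 0.325 with the estimated correlation. Table S1 holds 9 of these 26 genes, so that this is not independent evidence. Once a trend of the fold change with transcript length was removed, an alternative chosen after seeing the data, the median was −0.12 and camera's adjusted p 0.148.

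The 66 tested canonical subunits, 4 of them in Table S1, had a median of −0.047 with TMM scaling and 0.0030 with upper-quartile factors, which raised the median of all tested genes by as much, but 0.095 with the length trend removed. Of these, 1 was an upregulated and 8 were downregulated DEGs, as when adjusted over the list alone, and camera's adjusted p was 0.189. The median was −0.0097 without WT replicate 1, −0.12 without WT replicate 2, −0.14 without *sws*1 replicate 1 and −0.014 without *sws*1 replicate 2. The 12 mitochondrially encoded genes, of which 0 are in Table S1, were all lower in *sws*1, with a median of −0.26. There were 5 downregulated DEGs over all genes tested and 6 adjusted over the list alone. Camera's adjusted p was 0.0264 and that of fry 0.116, and with the length trend removed the median was −0.16 and camera's adjusted p 0.206.

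**Figure D2:**
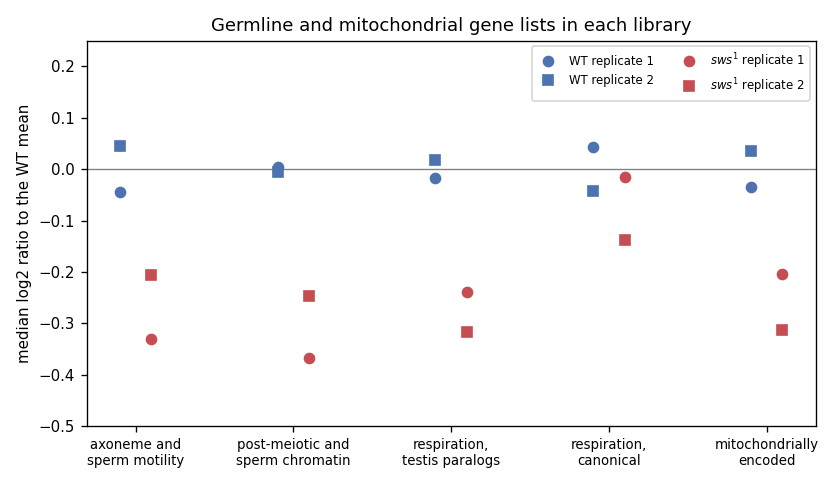
Median log2 ratio to the WT mean in each library (circles, replicate 1, squares, replicate 2) for 5 gene lists on counts summed per gene with TMM scaling, where the WT points mirror each other because they are set against their own mean. The *sws*1 points lie below the WT points in each list except the canonical respiration genes, whose median log2FC changes from −0.047 to 0.0030 with upper-quartile factors, a shift shared with the median of all tested genes, and to 0.095 with the length trend removed.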

The results of a more sensitive method, RNA sequencing, point to earlier disruptions in mitochondrial function. This situation is exacerbated by reduced levels of alpha-tubulin, its acetylated form, and dynein, which leads to impaired flagellar motility and, consequently, a decline in overall sperm motility.

It should be noted that mitochondrial disorders were also shown by us earlier in the knockdown of *sws* in the nervous system of *Drosophila* [51].

Among upregulated DEGs, an enrichment of genes associated with septate junc-tions, including *bark*, *mesh*, *cora* and others, is also observed. Consequently, having hypothesized a disruption in the integrity of septate junctions in our flies, we analyzed the permeability of the somatic permeability barrier formed by these septate junctions. 

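*bark* (FBgn0031571, 2L, 3787167 to 3802726) had 84 and 75 counts in WT and 218 and 146 in *sws*1 when its transcripts were summed, or 24.5 ± 6.80 and 75.3 ± 16.5 CPM (SD, n = 2 each). The log2FC was 1.66 (standard error 0.21, adjusted p = 2.25e-05, edgeR), from 1.37 to 1.92 with each library left out. The reads fell on different transcripts in each library. The transcript listed in Table S1, FBtr0077496, had 0 and 75 counts in WT and 0 and 85 in *sws*1. Its log2FC of 0.35 (standard error 2.96, adjusted p = 0.984, edgeR) became −0.66 without WT replicate 1, −8.50 without *sws*1 replicate 2 and 8.80 without WT replicate 2.

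*mesh* (FBgn0051004, 3R, 31178389 to 31195762) had 50 and 50 counts in WT and 102 and 94 in *sws*1, or 15.7 ± 5.53 and 40.8 ± 0.193 CPM. Its log2FC was 1.43 (standard error 0.23, adjusted p = 0.000111, edgeR), from 1.07 to 1.78 with each library left out, and it overlaps *bnk* on the opposite strand. *cora* (FBgn0010434, 2R, 19229063 to 19243751) had 233 and 124 counts in WT and 241 and 237 in *sws*1, which gave 51.6 ± 4.40 and 99.7 ± 5.05 CPM. The log2FC of *cora* was 0.94 (standard error 0.15, adjusted p = 0.000111, edgeR), from 0.85 to 1.04 with each library left out. The transcript FBtr0086509 of *cora* alone had a log2FC of 1.29 (standard error 0.12, adjusted p = 0.0994, edgeR), while its transcript FBtr0340468 went the other way, from 52 and 21 counts in WT to 0 and 0 in *sws*1 (unadjusted p = 0.00977, edgeR, which did not pass after adjustment).

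**Figure D3:**
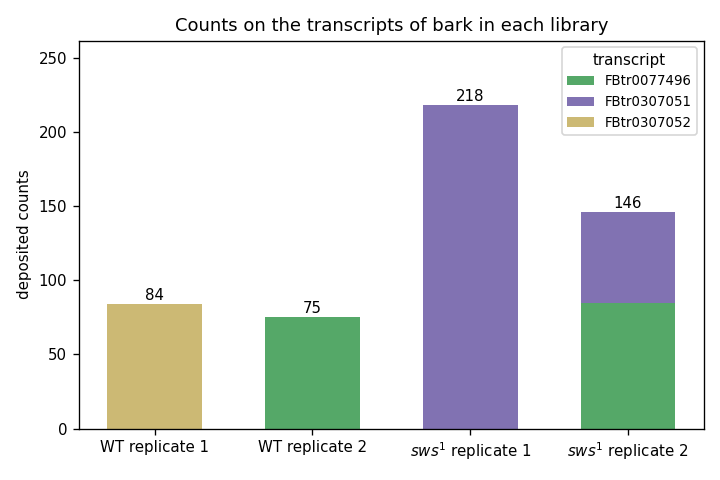
Deposited counts on the transcripts of *bark* in each WT and *sws*1 library, stacked by transcript, with the total of the gene above each bar. The totals are 84 and 75 in WT and 218 and 146 in *sws*1, while the transcript that holds the counts changes from library to library.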

We found an impairment of barrier function during the late stages of spermatogenesis. However, not all of the levels of septate junction proteins we investigated were elevated. Conversely, the proteins Dlg-1, FasIII, and Nrg were weakly visualized using immunohistochemistry. In our view, these results are not contradictory; rather, they indicate the disruption of the composition and stability of the protein complexes forming the septate junction.

In this regard, it should be noted that our previous analysis of *sws* expression in male testes revealed a specific pattern. *sws* expression was absent in the apical region of the testis, where hub cells are localized, yet it was actively detected in the somatic cyst cells at a stage corresponding to the growth of mature cysts [25]. These cells, belonging to the squamous epithelium, become unusually thin and elongated during the growth of the dividing and differentiating germ cells they encapsulate [52]. They ultimately differentiate into head and tail cysts at the onset of individualization [53]. An important function of these cells is to create a physical barrier known as the somatic permeability barrier [54]. Electron microscopy studies have revealed the formation of septate junctions, similar to mammalian tight junctions, between two encapsulating somatic cells [55]. The main components of septate junctions are initially localized at the border of germ and somatic cyst cells and then condense between the two somatic cyst cells after meiosis [34].

Mature spermatozoa are highly polarized cells in *Drosophila*. Their polarization begins after the completion of meiosis, when the 64-cell spermatid cyst begins the differentiation process. Spermatid nuclei are grouped on one side of the cyst, while the flagellar axonemes grow on the other [56]. Subsequently, the elongating spermatid bundles must be correctly oriented relative to the apical–basal axis of the testes, which is important for the transfer of mature spermatozoa into the ejaculatory duct. Somatic cells of the cyst participate in this process: the head cyst cell encapsulates the clustered spermatid nuclei, while the tail cyst cell encloses the growing flagellar axonemes.

In turn, the somatic cyst cells are also polarized, with their apical membranes facing the germline and their basal membranes facing the outside of the cyst [52]. During the polarization process, extensive lipid rearrangement occurs, leading to differences in lipid composition between the apical and basolateral compartments of the plasma membrane [57,58]. To explain these differences, a mechanistic theory has been proposed involving lipid rafts, which are densely packed dynamic nanoscale structures that can fuse to form larger microdomains within cellular membranes, creating heterogeneity that leads to subcompartmentalization of both lipids and proteins in the membrane [59]. At the same time, recent data indicate that cell polarity may be mediated by more than just lipid raft function. The properties of the apical plasma membrane are mediated, at least in part, by its tightly packing lipidome [60]. It should be noted that *sws*^1^ males exhibit increased lipid droplet content, presumably in spermatid-containing cyst cells, further suggesting impaired lipid metabolism [25].

It was previously documented that one of the substrates of *sws* in vivo is phosphatidylcholine (PC), which is cleaved to glycerophosphocholine and two fatty acid molecules [16,60]. The *Drosophila* mutant of *sws*^1^ is characterized by an increased PC content and changes in the levels of other lipids [16], as well as mono- and polyunsaturated forms of PC and various forms of lyso-PC [60]. It is possible that abnormal lipid distribution resulting from the *sws*^1^ mutation leads to impaired membrane transport and membrane remodeling. It has been previously shown that increasing the concentration of lyso-PC causes membrane liquefaction [61]. Knockout of *PNPLA6* in retinal pigment epithelial cells in vitro and in vivo increased the levels of most molecular forms of phosphatidylethanolamine, phosphatidylserine, phosphatidylinositol, phosphatidylglycerol, and lysophosphatidylethanolamine compared with control cells, and it also impaired the availability of choline for phospholipid recycling [62]. Interestingly, among the upregulated DEGs in *sws*^1^ testes, the fatty acid biosynthetic process and triglyceride lipase activity are significantly enriched, which may indicate the development of a protective mechanism and compensatory response to impaired phospholipid metabolism. This hypothesis is supported by the accumulation of lipid droplets in *sws*^1^ mutant testes [25], presumably in the cyst cells, one of whose functions is to protect lipids from peroxidation [51,63].

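Of the 9 genes that Table S1 lists under fatty acid biosynthetic process, 9 were upregulated DEGs by edgeR and 8 by DESeq2 on counts summed per gene. This is not independent evidence, because the study picked them from these libraries. *FASN2* (FBgn0042627, 2L, 3043947 to 3056143) had 70 and 50 counts in WT and 225 and 223 in *sws*1. Its level rose from 18.0 ± 2.21 to 93.5 ± 5.25 CPM (SD, n = 2 each), a log2FC of 2.39 (standard error 0.18, adjusted p = 2.36e-09, edgeR), and its span holds *snRNA:LU* and *snRNA:U5:23D* on the same strand. *Acsx3*, with 3 and 2 counts in WT and 23 and 20 in *sws*1, was at least 9.52-fold higher. The smallest change was that of *FASN1* (FBgn0283427, 2L, 3056598 to 3068177), with a log2FC of 0.54 (standard error 0.16, adjusted p = 0.0379, edgeR), which was 0.25 without *sws*1 replicate 1 and 0.78 without *sws*1 replicate 2. A list of 9 tested genes of fatty acid synthesis, 7 of them in Table S1, had a median log2FC of 0.79. In this list 7 genes were upregulated DEGs, and also 7 adjusted over the list alone. Its adjusted p was 7.28e-07 with camera, 0.0155 with fry and 0.232 with the estimated correlation.

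Under triglyceride lipase activity, Table S1 lists 6 genes, all higher in *sws*1, of which 6 were DEGs by DESeq2 and 2 by edgeR. *CG5162* (FBgn0030828, X chromosome, 17215304 to 17217365) had 55 and 38 counts in WT and 429 and 304 in *sws*1, with a log2FC of 3.46 (standard error 0.19, adjusted p = 9.11e-12, edgeR). *CG4267* was the other gene called by edgeR, with a log2FC of 1.97 (standard error 0.36, adjusted p = 0.000363), and it overlaps *lncRNA:CR42859* on the same strand. The other 4 differed widely between the *sws*1 replicates. *CG17097* had 32 and 29 counts in WT and 2117 and 583 in *sws*1, with an adjusted p of 0.108 (edgeR), and *CG31872* had 34 and 23 in WT and 988 and 338 in *sws*1, with an adjusted p of 0.0962. A separate list of 4 tested triglyceride lipase genes, of which 0 are in Table S1, had a median log2FC of 0.035 (camera's adjusted p 0.889), with 1 downregulated DEG, and 1 upregulated and 1 downregulated when adjusted over the list alone. Its median was −0.053 without WT replicate 1, 0.11 without WT replicate 2 and 0.019 without *sws*1 replicate 1. With DESeq2 it was 0.32, and without a filter on low counts 0.34.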

The data we obtained indicate that the somatic cells of the cyst require normal expression of *sws* for their maintenance and functioning. Consequently, we hypothesize that decreased *sws* expression disrupts the function of cyst somatic cells in the last stages of spermatogenesis by critically altering phospholipid recycling in their plasma membranes, potentially altering the polarity of both the cells themselves and the spermatids. This, in turn, leads to disruption of membrane remodeling, destruction of septate junctions between these cells, and the formation of defective spermatozoa.

Expression of *sws* is detected in glia, spermatogenesis, the midgut, and Malpighian tubules [25,64]. Interestingly, *sws* function is required for the specific cell types. All of them are directly or indirectly involved in maintaining internal barriers formed by septate junctions in *Drosophila*. Thus, changes in *sws* expression in subperineural glial cells, which form the *Drosophila* blood–brain barrier [41], and *sws* knockdown in enterocytes [64], which form the intestinal barrier, manifested themselves as impaired barrier function and destruction of septate junction morphology. In this study, we demonstrated that the *sws*^1^ mutation also disrupts the somatic permeability barrier, the blood–eye barrier, and the intracerebral barrier formed by ensheathing glia. Taken together, these data suggest the universality of the sws mechanism of action across different cell types.

The similarity of the primary structure of the *sws* and mouse PNPLA6 proteins is 39% [65], and the similarity of their esterase domains is 61%, but this is sufficient for the functional interchangeability of the corresponding genes in experiments [16,64,66], which may indicate the similarity of the functions they perform. Thus, expression of human *PNPLA6* in enterocytes of *sws*^1^ mutants restored septate junctions and selective permeability of the intestinal barrier [64]. At the same time, mislocalization of zonula occludens/tight junction protein 1, a tight junction marker, is observed in *PNPLA6*-knockdown retinal pigment epithelial cells, suggesting insufficient formation of tight junctions [62].

## 4. Materials and Methods

### 4.1. Drosophila Stocks and Feeding

The flies were kept in standard semolina medium. The crosses were cultured at 25 °C (12 h night/12 h day).

The following fly stocks were used: *Canton S* (St. Petersburg State University fly collection, Saint-Petersburg, Russia), kindly donated by Elena Golubkova, hereinafter abbreviated as WT); the *sws*^1^ allele, described in [22] (kindly donated by Doris Kretzschmar); the *UAS-sws* line, described in [65]; the *eyaA3-GAL4* line, described in [66] (hereinafter abbreviated as *eya-GAL4*, kindly provided by Ludmila Olenina); and the *UAS-swsRNAi* line (#61338, Bloomington Drosophila Stock Center, Bloomington, IN, USA). To generate GFP expression in the subperineurial and ensheathing glia, the *UAS-CD8-GFP* line (#8746, Bloomington Drosophila Stock Center, Bloomington, IN, USA) and the glial drivers *NP2276-GAL4* (#112853, Drosophila Genetic Resource Center, Kyoto, Japan) and *NP6520-GAL4* (#105240, Drosophila Genetic Resource Center, Kyoto, Japan) were used.

### 4.2. Permeability Assay

To analyze the BBB and somatic permeability functionality, dextran 10 kDa conjugated Texas Red (Invitrogen by ThermoFisher Scientific, Waltham, MA, USA) was injected into the fly’s abdomen in a quantity of 0.5 µL. The flies were kept on a nutrient medium at 25 °C for 16 h. Next, the testis and brain were dissected in cold PBS with subsequent fixation of 4% paraformaldehyde for 30 min and placed in a mounting medium for fluorescent microscopy (Vectashield, Vector Laboratories, Newark, CA, USA).

To analyze the function of the ensheathing glia, dextran 10 kDa conjugated Texas Red was injected into the fly’s brain neuropil in a quantity of 0.05 µL [43]. The flies were maintained on a nutrient medium at 25 °C for 30 min. Next, the brain was dissected in cold PBS with subsequent fixation of 4% paraformaldehyde for 30 min and placed in a mounting medium for fluorescent microscopy.

Images of the brains were taken using a Leica TCS SP5 laser scanning confocal microscope (Leica, Wetzlar, Germany) with LAS AF software (version 4.13). For image processing, LAS X software (version 5.3.3) was used.

To analyze blood–eye barrier functionality, dextran 10 kDa conjugated Texas Red was injected into the fly’s abdomen in a quantity of 0.5 µL. The flies were kept on a nutrient medium at 25 °C for 2 h. Next, flies were fixed to a cover slip using double-sided tape, and their eyes were imaged using a Leica TCS SP5 fluorescence microscope (Leica, Wetzlar, Germany).

### 4.3. Immunohistochemical Staining and Microscopy

A total of 20 testes for each genotype were dissected in cold PBS and fixed in 4% paraformaldehyde for 30 min. Next, the samples were washed for 3 × 5 min in PBST solution (0.1% Triton and 1 × PBS) and incubated with primary antibodies diluted in blocking buffer (Visual Protein, BP01-1L; Taipei, Taiwan) at +4 °C overnight. After washing in PBS for 3 × 5 min, the samples were stained for 2 h at room temperature with a secondary antibody. The testes were washed for 3 × 15 min after immunohistochemical staining and placed in a mounting medium with Dapi (Abcam, Cambridge, UK). The following primary antibodies were used: mouse 4F3 (anti Dlg-1 (1:100)), mouse C566.9 (anti Cora (1:50)), mouse 7G10 (anti FasIII (1:50)), mouse BP 104 (anti Nrg (1:50)) (DSHB, Iowa City, IA, USA); rabbit Cleaved Caspase 3 (1:400; Cell Signaling Technology, Danvers, MA, USA); mouse AXO49 (1:500; Merck Millipore, Darmstadt, Germany). The following secondary antibodies were used: goat anti-mouse AlexaFluor488 (1:400; Abcam, Cambridge, UK), goat anti-mouse AlexaFluor633 (1:400; Abcam, Cambridge, UK) and goat anti-rabbit Alexa 594 IgG1 (1:400; Abcam, Cambridge, UK). For visualization of actin complexes, phalloidin labeled by iFluor488 was used (1:1000; Abcam, Cambridge, UK).

Images of the stained testes were taken using a Leica TCS SP5 laser scanning confocal microscope (Leica, Wetzlar, Germany) with LAS AF software (version 4.13). Image processing was performed using LAS X software (version 5.3.3).

### 4.4. Apoptosis Analysis

Testes were isolated in Schneider’s Drosophila Medium (Lonza, Bazel, Switzerland) without subsequent fixation. After that, the testes were incubated in YO-PRO^®^-1 iodide (ThermoFisher Scientific, Waltham, MA, USA) dissolved in PBS (working concentration: 3.1 mg/mL) for 20 min. Samples were then washed three times in PBS and placed in a mounting medium. Samples were analyzed after 15 min using a Leica TCS SP5 laser scanning confocal microscope with LAS AF software (version 4.13). Image processing was performed using LAS X software (version 5.3.3).

### 4.5. Electron Microscopy

Dissected testes were fixed in 2.5% glutaraldehyde in 0.1 M cacodylate buffer, pH 7.4, for 2 h and then postfixed in 1% osmium tetroxide in 0.1 M cacodylate buffer for 1 h. Treated tissues were stained with 1% uranyl acetate at 4 °C overnight. Following dehydration in ascending ethanol solutions, stained tissues were embedded in Epon. Ultrathin sections were prepared, stained with lead citrate, and examined using a JEOL 1400 transmission electron microscope (JEOL, Tokyo, Japan).

### 4.6. Library Preparation

Total RNA for RNA-seq libraries was isolated from Canton S and *sws*^1^ mutant testes (30 pairs per biological replicate) with the Quick-RNA MiniPrep kit. Ribosomal RNA (ZymoResearch, Irvine, CA, USA) was removed by hybridization of total RNA with biotinylated oligonucleotides complementary to different regions of rRNA followed by binding to Dynabeads™ MyOne™ Streptavidin C3 (Invitrogen by ThermoFisher Scientific, Waltham, MA, USA). RNA libraries were prepared utilizing the MGIEasy RNA Directional Library Prep Set (MGI, Shenzhen, China) according to the manufacturer’s protocol. Sequencing was conducted on the DNB-SEQ-G400 platform (MGI, Shenzhen, China) in paired-end reading mode, with a read length of 150 bp. Two biological replicates of each genotype were prepared.

### 4.7. RNA Sequencing Data Processing

Trimmomatic v0.40 was used to clean low-quality reads [67]. Hisat2 (version 2.2.2) [68] was used to map the filtered reads to the *Drosophila* reference genome [69]. htseq-count (version 2.0.3) [70] was used to count the number of reads that were mapped to the transcript. DESeq2 (version 1.52.0) [71] packages in R (version 4.2.0) were used to obtain lists of differentially expressed genes (DEGs). DEGs with a log2 fold change (log2FC) threshold greater than 0.3 were categorized as upregulated, while those with a log2FC below −0.3 were categorized as downregulated. The level at which statistically significant differences was considered was a *p*-value < 0.05.

### 4.8. Functional and Enrichment Analysis of DEGs

The packages “org.Dm.eg.db” (version 3.22.0) and “clusterProfiler” (version 4.18.4) [72] were used to analyze the enrichment of Gene Ontology pathways in biological processes, molecular functions and cellular components. REVIGO (version 1.8.2) was used to visualize biological processes, molecular functions and cellular components [73].

### 4.9. Validation of Transcriptome Analysis Results

For validation of transcriptome analysis results, wild-type and *sws*^1^ mutant testes were dissected in cold PBS. Total RNA was extracted from 30 pairs of testes per replicate for each genotype using Quick-RNA MiniPrep kit (ZymoResearch, Irvine, CA, USA). The M-MuLV–RH kit (Biolabmix, Moscow, Russia) was used for cDNA synthesis according to the manufacturer’s instructions. 5X qPCRmix-HS SYBR (Evrogen, Moscow, Russia) was used for the quantitative RT-PCR according to the manufacturer’s instructions. The reaction was carried out in triplicate using the CFX96 thermocycler (Bio-Rad, Hercules, CA, USA). The reaction conditions were: 40 cycles at 95 °C for 20 s, 59 °C for 15 s, and 72 °C for 20 s. Subsequently, melt-curve analysis was performed to verify the single-product presence in each reaction. The following primers were used (5′ to 3′) (Evrogen, Moscow, Russia): *protB* gene *AGAAGCACTGTGACTT-GAAGC* and *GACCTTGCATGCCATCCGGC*; *erasp* gene *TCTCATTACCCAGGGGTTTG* and *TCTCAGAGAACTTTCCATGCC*; *cg12376* gene *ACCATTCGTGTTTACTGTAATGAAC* and *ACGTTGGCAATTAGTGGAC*; *cyp4p3* gene *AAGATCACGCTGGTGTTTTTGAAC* and *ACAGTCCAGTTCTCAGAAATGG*; *tsf1* gene *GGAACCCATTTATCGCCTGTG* and *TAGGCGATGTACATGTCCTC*; *sdic4* gene *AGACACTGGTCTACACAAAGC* and *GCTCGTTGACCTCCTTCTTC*; *mesh* gene *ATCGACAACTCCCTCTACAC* and *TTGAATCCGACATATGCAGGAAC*; *bark* gene *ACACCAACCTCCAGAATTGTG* and *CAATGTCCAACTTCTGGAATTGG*.

As a reference gene, *RPL* was chosen, and the corresponding primers were the following (5′ to 3′): *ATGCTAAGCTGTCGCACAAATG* and *GTTCGATCCGTAAC-CGATGT*. Data analysis of qRT-PCR was performed with BioRad CFX Manager 3.1.

### 4.10. Determination of the Relative Content of Proteins

Just after the testes were dissected (20 testes per biological replicate, three replicates), they were frozen and stored at −80 °C. For protein isolation, frozen testes were homogenized in Laemmli buffer with the addition of a mixture of protease inhibitors (Calbiochem, San Diego, CA, USA). Then, samples were centrifuged and the total protein concentration in the supernatant was measured. Based on these measurements the same amount of protein was applied to each well of a polyacrylamide gel, and denaturing electrophoresis was performed (Bio-Rad Laboratories, Hercules, CA, USA) with subsequent transfer to a nitrocellulose membrane. The efficiency of the transfer was controlled by Ponceau staining; then, membranes were blocked in 4% milk (Skim milk powder #70166-500G; Sigma-Aldrich, Darmstadt, Germany) and stained with primary antibodies (for α-tubulin, 50 kDa—#ab52866, Abcam, Cambridge, UK; dilution: 1:10,000; for acetylated α-tubulin, 55 kDa—#sc-23950, Santa Cruz Biotechnology, Inc., Dallas, TX, USA; dilution: 1:1000; for dynein, 530 kDa—#14-9772-80, Invitrogen by Thermo Fisher Scientific, Waltham, MA, USA, eBioscienceTM; dilution: 5 µg/mL) and their corresponding HRP-conjugated secondary antibodies (anti-rabbit #7074S and anti-mouse #7076S; both obtained from Cell Signaling Technology, Danvers, MA, USA). Next, membranes were treated with substrates (SuperSignal™ West Femto Maximum Sensitivity Substrate; Thermo Scientific, Waltham, MA, USA), detected using the ChemiDoc XRS+ imaging system (Bio-Rad Laboratories, Hercules, CA, USA) and processed using Image Lab Software (Version 6.1, Bio-Rad Laboratories, Hercules, CA, USA).

### 4.11. Statistical Analysis

Statistical analysis was performed using KyPlot 5.0. software. All samples were tested for normality with the Shapiro–Wilk test. The Student’s *t*-test was used in case of a normal distribution. Data were presented as histograms (means ± 95% confidence intervals (CIs)). For other distribution types, the Mann–Whitney nonparametric test was applied. Data were presented in box plots.

## 5. Conclusions

Mutations in the *PNPLA6* and *sws* genes lead to the development of a variety of pathological phenotypes in *Drosophila* and humans, a complex form of SPG39 and a number of rare inherited diseases. In this study, we demonstrate the important role of the *Drosophila sws* gene in spermatogenesis and in the functioning of the biological barriers of the nervous system (the blood–brain barrier, the cortex–neuropil barrier and the blood–eye barrier) and the somatic permeability barrier during the late stages of spermatogenesis. Given the partial functional homology between PNPLA6 and *sws*, it can be assumed that they are involved in similar biological processes. We hope that this work will contribute to our understanding of the functions of *PNPLA6* and *sws*, particularly in maintaining the integrity and functioning of important internal barriers in the body in health and disease. This will contribute to a better understanding of the pathogenesis of these diseases and the development of therapeutic approaches for their treatment.

## Figures and Tables

**Figure 1:**
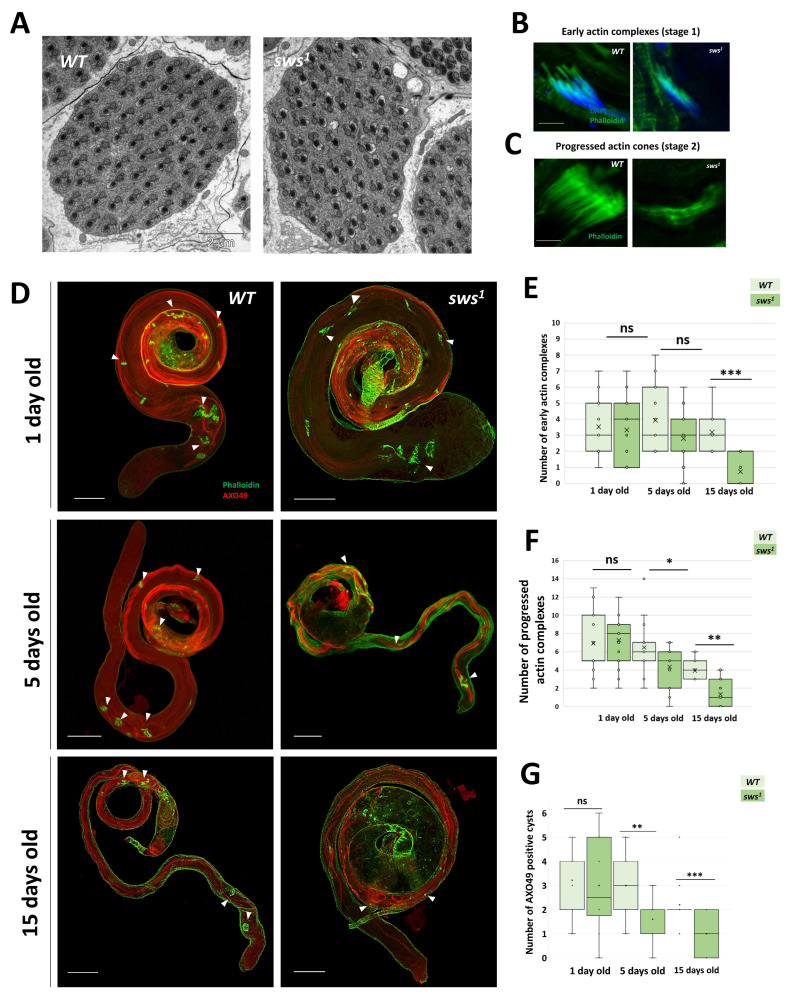
Individualization of spermatids in *Drosophila*. (**A**) Transmission electron micrograms of the elongating cysts of the WT and *sws*^1^ flies. Scale bar: 2 µm. (**B**) Early individualization complexes. Blue—Dapi. Green—phalloidin iFluor488. Scale bar: 10 µm. (**C**) Progressed individualization complexes. Green—phalloidin iFluor488. Scale bar: 10 µm. (**D**) Individualization of the spermatid in the WT and *sws*^1^ mutant. The white arrowheads show actin complexes at different stages of individualization. Red—AXO49. Green—phalloidin iFluor488. Scale bar: 100 µm. (**E**) Number of early individualization complexes in 1-, 5-, and 15-day-old WT and *sws*^1^ mutants. Box plot, Student’s *t*-test. ns—no significant difference (*p* > 0.05); ***—*p* ≤ 0.001. *N* = 15. (**F**) Number of progressed actin complexes in 1-, 5-, and 15-day-old WT and *sws*^1^ mutants. Box plot, Student’s *t*-test. ns—no significant difference (*p* > 0.05); *—*p* ≤ 0.05; **—*p* ≤ 0.01. *N* = 15. (**G**) Number of AXO49-positive cysts in 1-, 5-, and 15-day-old WT and *sws*^1^ mutants. Box plot, Mann–Whitney U test. ns—no significant difference (*p* > 0.05); **—*p* ≤ 0.01; ***—*p* ≤ 0.001. *N* = 15.

**Figure 2:**
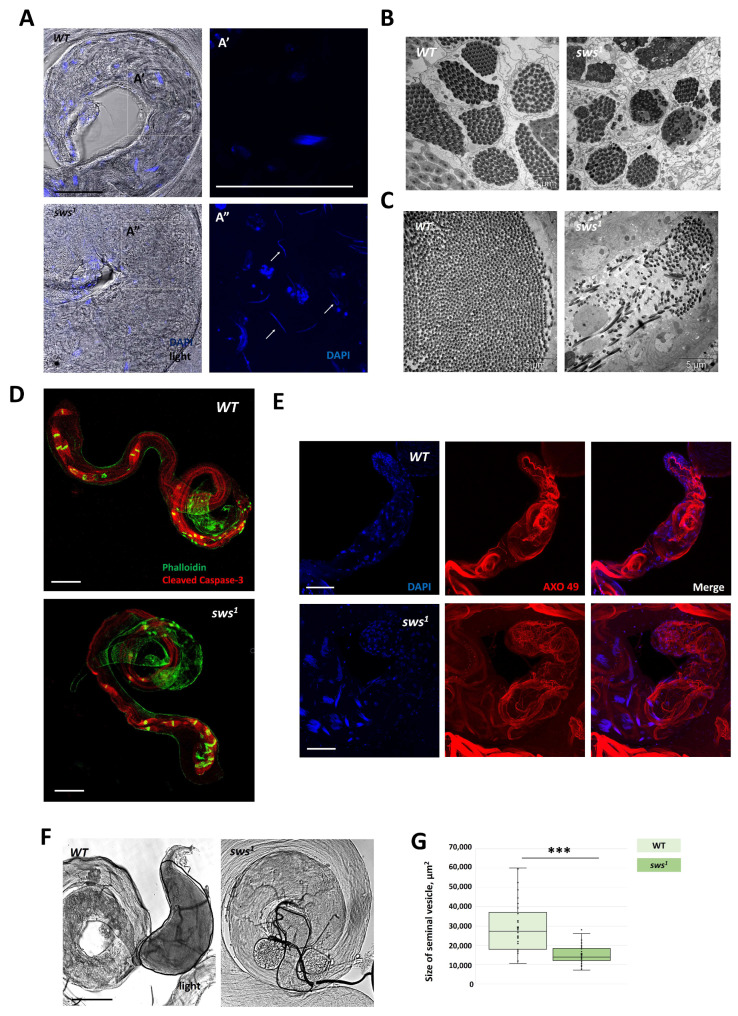
The dysfunction of the *sws* gene in cyst cells is affected during the late stages of spermatogenesis. (**A**) TE of the testes in the 5-day-old WT and *sws*^1^ flies. Light microscopy. (**A′**,**A″**) Single nuclei in TE (indicated by arrows). Blue—Dapi. Scale bar: 50 µm. (**B**) Transmission electron micrograms of 64-spermatid cysts in 5-day-old WT and *sws*^1^ mutants. Scale bar: 5 µm. (**C**) Transmission electron micrograms of the seminal vesicle incision in 5-day-old WT and *sws*^1^ flies. Scale bar: 5 µm. (**D**) Non-apoptotic caspase cascade in cystic bulges. Red—Cleaved Caspase-3. Green—phalloidin iFluor488. Scale bar: 100 µm. (**E**) Coiled tails of mature sperm groups in the TE. Blue—Dapi; red—AXO49. Scale bar: 50 µm. (**F**) Light microscopy images of the seminal vesicles (black lines) in 5-day-old WT and *sws*^1^ flies. Scale bar: 100 µm. (**G**) Size of the seminal vesicles in 5-day-old WT and *sws*^1^ flies (µm^2^). Box plot, Mann–Whitney U test. ***—*p* ≤ 0.001. *N* = 30.

**Figure 3:**
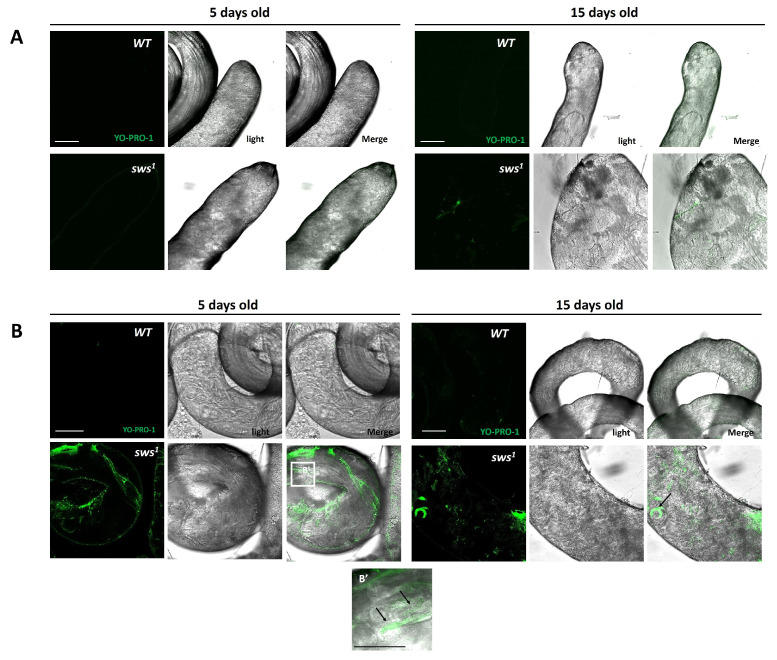
Analysis of cyst cell apoptosis. (**A**) Apical tips of testes of different ages. (**B**) TE of testes of different ages. (**B′**) Location of YO PRO-1 in spermatids (showed by black arrows). Green—YO PRO-1. Light microscopy. Scale bar: 50 µm.

**Figure 4:**
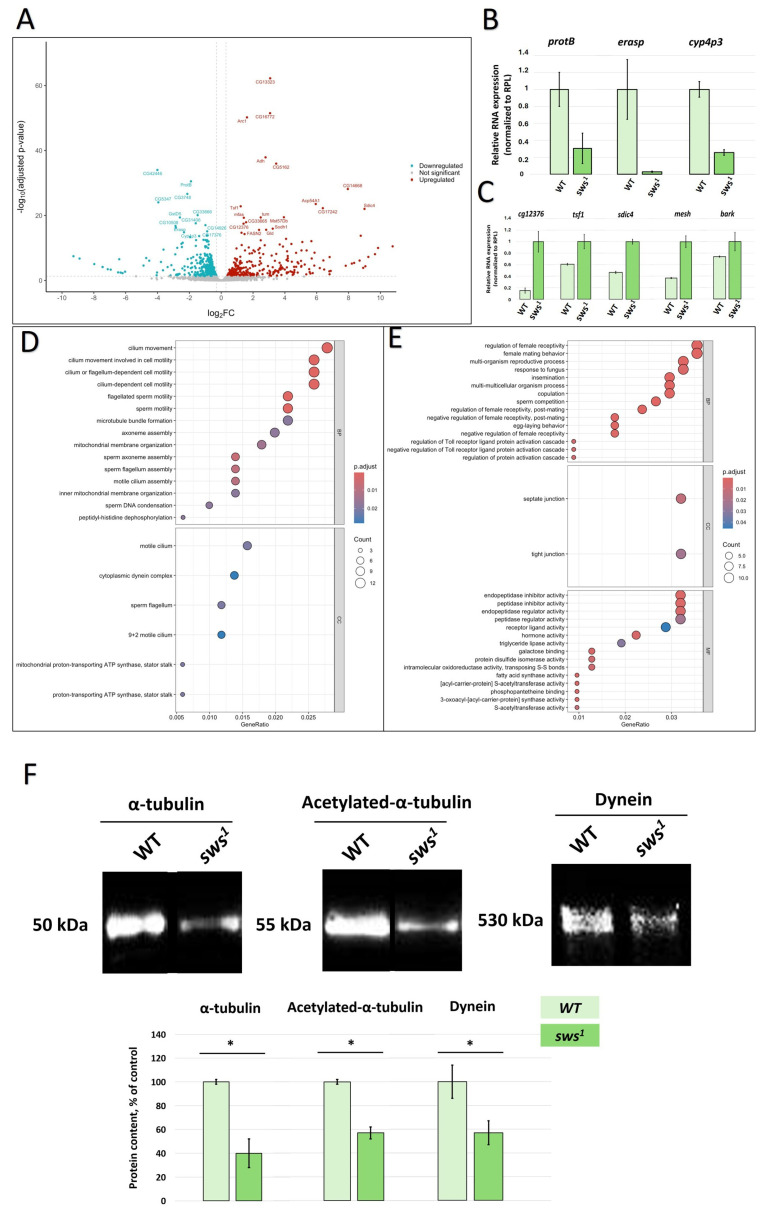
RNA sequencing analysis showing differential gene expression of the WT and the *sws* mutant. (**A**) Volcano plot showing the log10 of the adjusted *p*-value vs. log2 fold change. The dashed vertical lines mark the log2 fold change > |0.3|. The dashed horizontal line indicates the adjusted *p*-value < 0.05. Blue dots represent downregulated genes, and red dots represent upregulated genes. (**B**,**C**) qRT-PCR analysis of differentially expressed genes in the WT and *sws*^1^ testes. (**B**) Downregulated genes (*protB*, *erasp*, and *cyp4p3*). (**C**) Upregulated genes (*cg12376*, *tsf1*, *sdic4*, *mesh*, and *bark*). Data are shown as means ± SEMs. (**D**,**E**) Gene Ontology function and pathway enrichment analysis of downregulated DEGs (**D**) and upregulated DEGs (**E**). The terms for each of the GO analysis categories’ BPs, MFs and CCs are presented. (**F**) Relative content of cytoskeletal proteins, participation in sperm motility: α-tubulin protein (50 kDa), acetylated-α-tubulin protein (55 kDa), dynein protein (530 kDa). Data are shown as means ± SEMs. *—*p* ≤ 0.05. *N* = 60.

**Figure 5:**
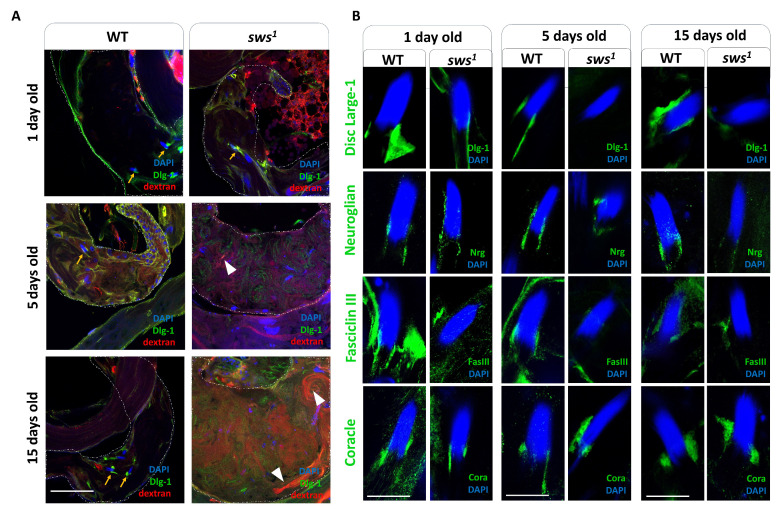
Integrity of the somatic permeability barrier in the late stages of spermatogenesis. (**A**) The somatic permeability barrier becomes leaky in the control and *sws*^1^ mutants of different ages. The white arrowheads show that dextran penetrates mature spermatids. Green—Dlg-1. Red—dextran 10 kDa. Blue—Dapi. The dash line show TE. Yellow arrow shows septate junction. Scale bar: 50 µm. (**B**) Septate junction during the late stage of spermatogenesis in the basal end. The septate junction proteins localize caudally to the compact nuclei bundle of mature spermatids during the late stages, but this localization is absent in *sws*^1^ mutants. Green—Dlg-1, Nrg, FasIII, Cora. Blue—Dapi. Scale bar: 10 µm.

**Figure 6:**
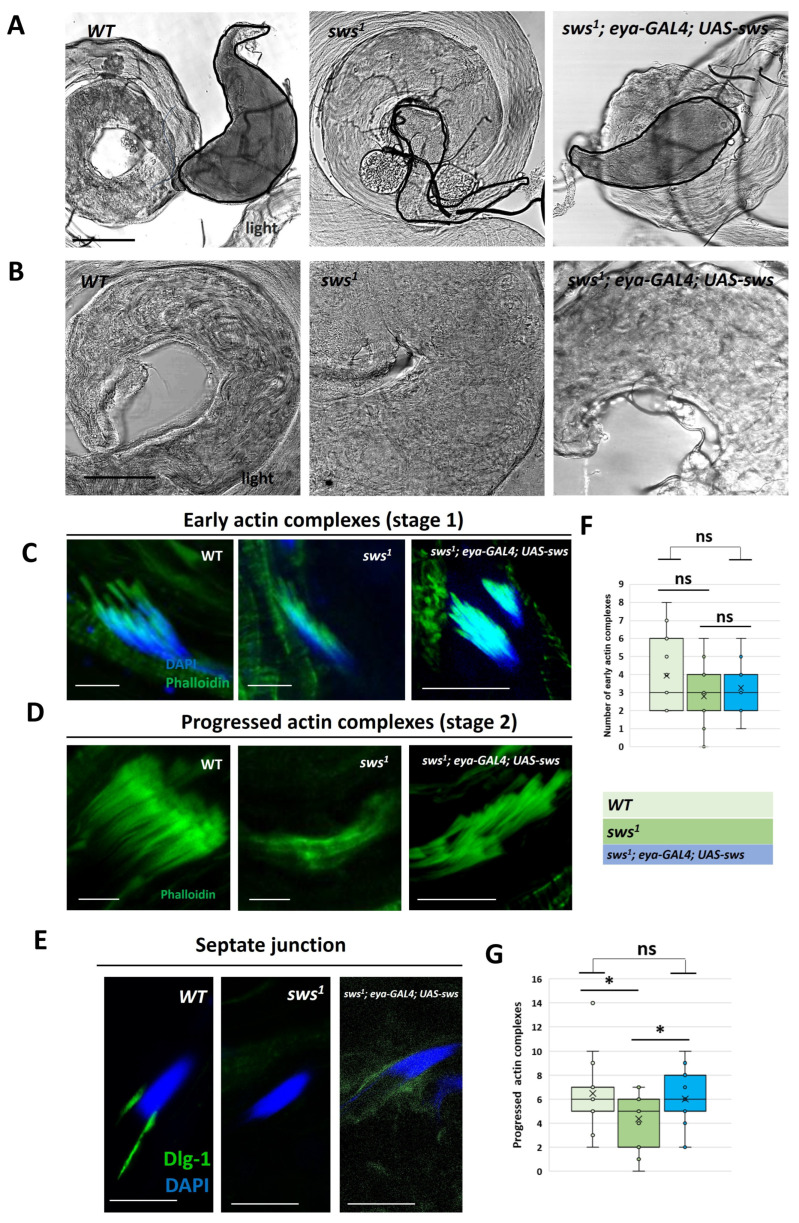
Analysis of individualization of spermatid and sperm accumulation in the seminal vesicle in the *sws*^1^ mutant with late spermatid expression of *sws* (*sws*^1^*;eya-GAL4;UAS-sws*). Age of flies: 5 days old. (**A**) Light microscope images of the seminal vesicles of WT, *sws*^1^ and *sws*^1^*;eya-GAL4;UAS-sws* (black lines). Scale bar: 100 µm. (**B**) Basal side of testis in WT, *sws*^1^ and *sws*^1^*;eya-GAL4;UAS-sws*. Light microscopy. Scale bar: 50 µm. (**C**) Early individualization complexes in WT, *sws*^1^ and *sws*^1^*;eya-GAL4;UAS-sws*. Blue—Dapi. Green—phalloidin iFluor488. Scale bar: 50 µm. (**D**) Progressed individualization complexes in WT, *sws*^1^ and *sws*^1^*;eya-GAL4;UAS-sws*. Green—phalloidin iFluor488. Scale bar: 50 µm. (**E**) The Dlg-1 localizes caudally to the compact nuclei bundle of mature spermatids during the late stages. Blue—DAPI. Green—Dlg-1. Scale bar: 10 µm. (**F**) Histograms of the number of early actin complexes. Box plot, Student’s *t*-test. ns—no significant difference (*p* > 0.05). *N* = 15. (**G**) The histograms of the number of progressed actin complexes. Box plot, Student’s *t*-test. ns—no significant difference (*p* > 0.05); *—*p* ≤ 0.05. *N* = 15.

**Figure 7:**
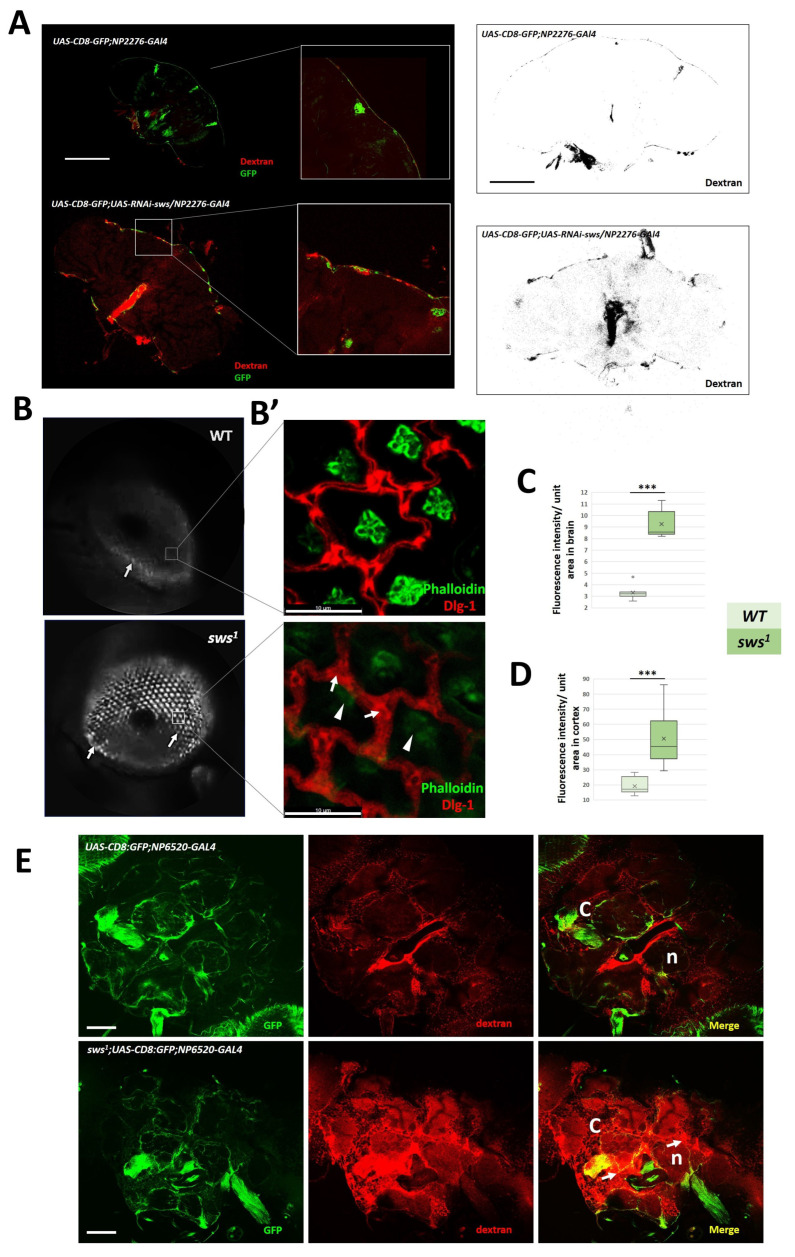
Analysis of barriers in the nervous system of *Drosophila melanogaster.* (**A**) Analysis of BBB. In WT, dextran molecules are concentrated on the surface of the brain and do not pass inside. In the *sws*^1^ mutant, dextran passes through the BBB and is localized inside the brain. Green—CD8-GFP in subperineural glia. Red—Dextran 10 kDa. Scale bar: 100 µm. (**B**) Analysis of blood–eye barrier function. In the WT, dextran is localized on the retina (shown by arrows). The *sws*^1^ mutant allows dye into the retina and demonstrates loss of the hemolymph exclusion line (shown by arrows). (**B′**) Morphology of an adult retina. Green—phalloidin iFluor488 (lamina). Red—Dlg-1 (lateral membrane). In the *sws*^1^ mutant, in the lateral membrane, structures are not clearly visualized (shown by arrowheads) and the structure of the lamina is broken. Scale bar: 10 µm. (**C**) Quantification of dye diffusion in the brain of the genotypes *UAS-CD8-GFP;NP2276-GAL4* and *UAS-CD8-GFP;NP2276-GAL4/UAS-RNAi-sws*. *N* = 7, box plot, Student’s *t*-test; ***—*p* ≤ 0.001. (**D**) Quantification of dye diffusion in the cortex of the genotypes *UAS-CD8-GFP;NP2276-GAL4* and *UAS-CD8-GFP;NP2276-GAL4/UAS-RNAi-sws. N* = 7, box plot, Student’s *t*-test; ***—*p* ≤ 0.001. (**E**) Analysis of ensheathing glia function. n—neuropil; c—cortex. The distribution of the dye in the cortex is shown by arrows. Green—CD8-GFP in the ensheathing glia. Red—dextran 10 kDa. Scale bar: 50 µm.

## Data Availability

The data presented in this study are available in the article and Supplementary Materials. The raw and processed data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE333384 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE333384, accessed on 27 May 2026).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms27125486/s1.

# Supplementary material for: Swiss cheese Is Essential for Maintaining Spermatogenesis and the Proper Functioning of Biological Barriers in Drosophila
**Source:** Int J Mol Sci. 2026 Jun 17;27(12):5486. doi: 10.3390/ijms27125486
**Supplement:** Supplementary file 1

**A**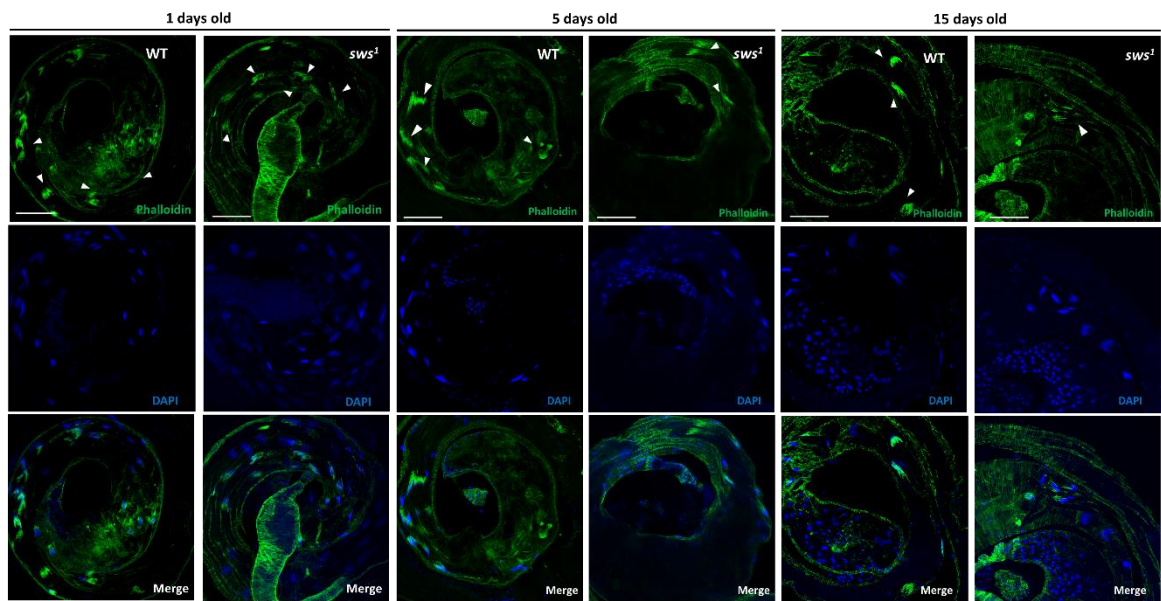**B**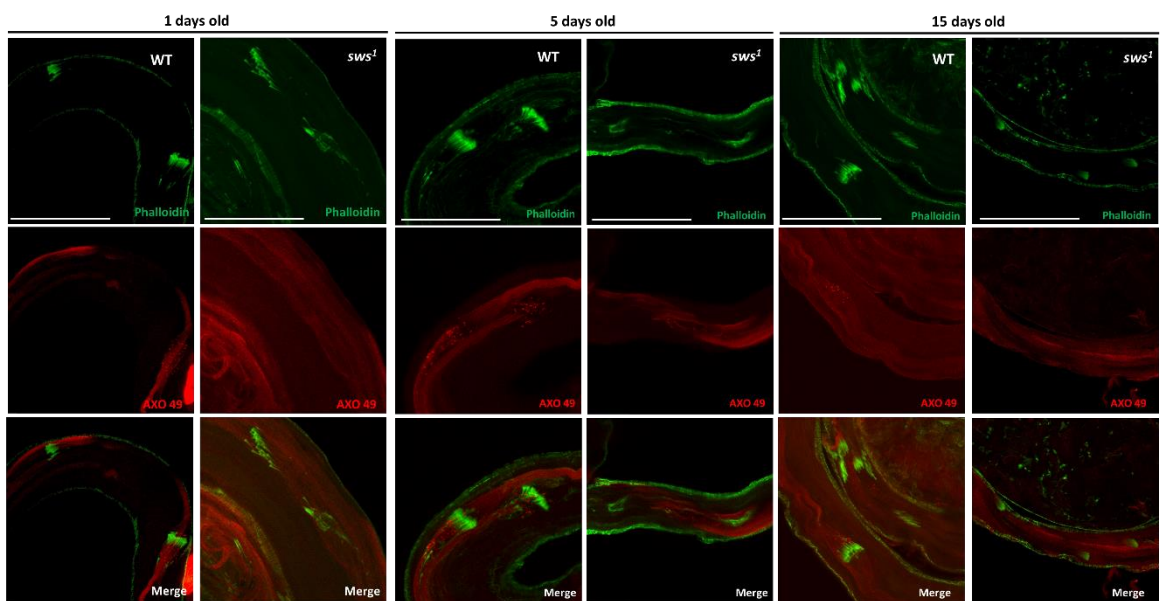**C**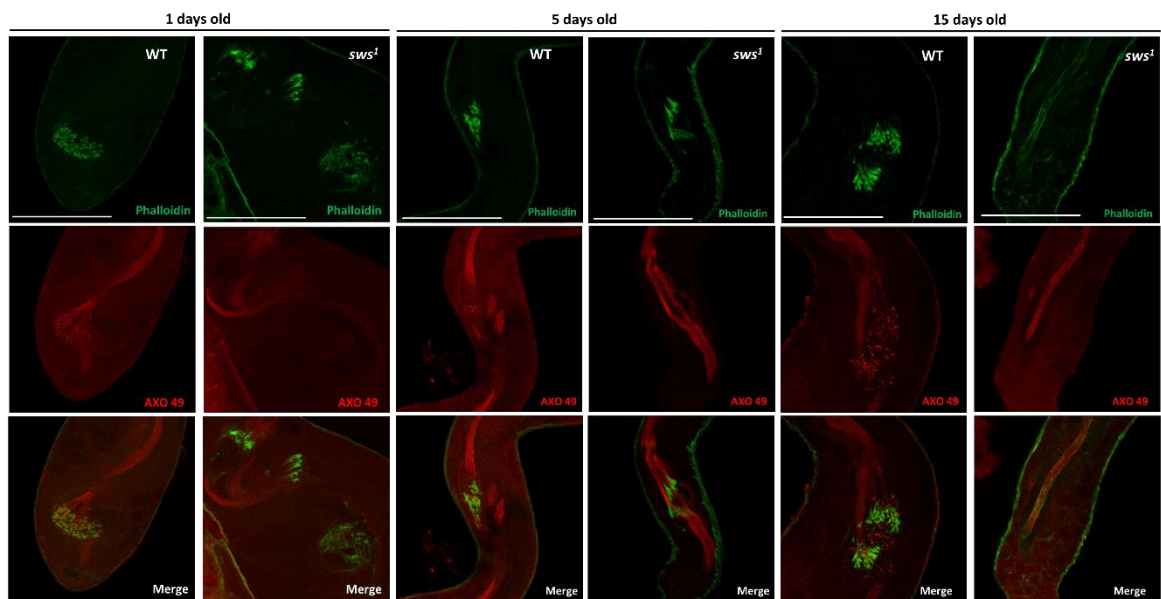

**Fig. S1. The organization of individualization complexes.** **A** – Individualization complexes in the terminal epithelium. White arrowheads show actin complexes. **B** – The individualization complexes move towards the apical end and waste bags are formed. **C** – Waste bags formed at the apical end of testis on individualization conclusion. Green – phalloidin, red - AXO49, blue - Dapi. Scale bar: 50  $\mu$ m.

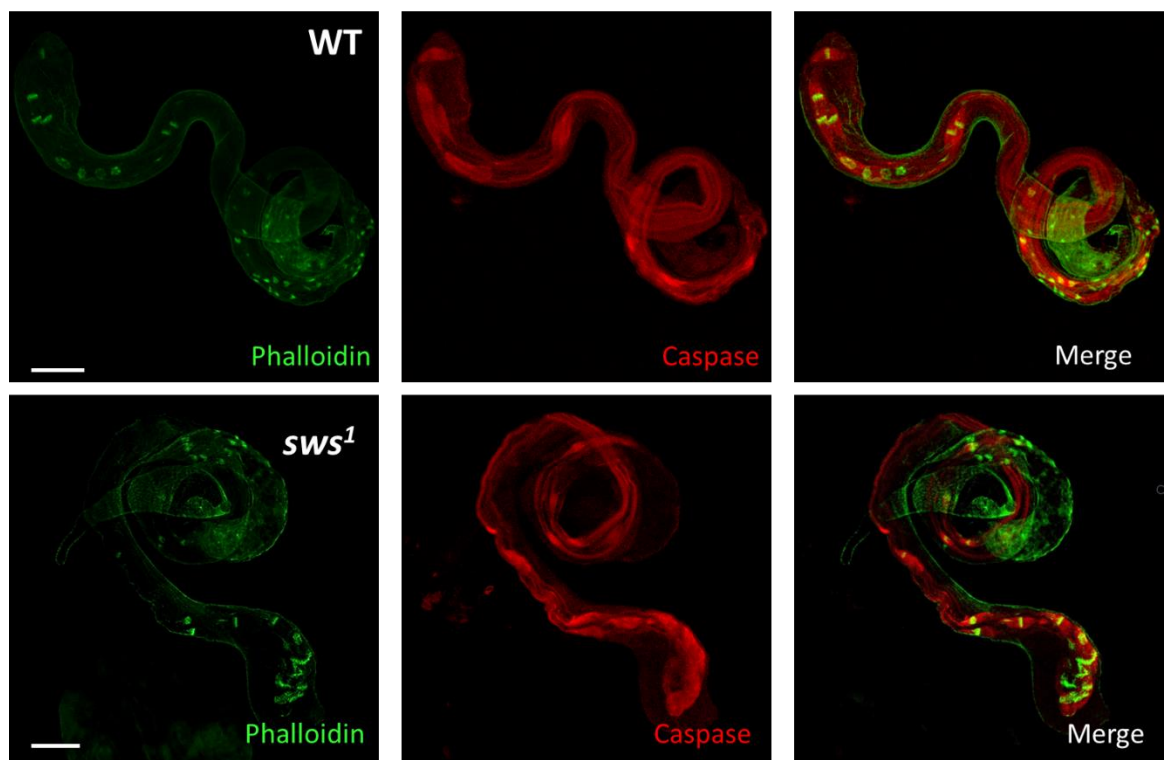

**Fig. S2. Non-apoptotic caspase cascade in the cystic bulges.** Red – Cleaved Caspase-3, green - phalloidin. Scale bar: 100  $\mu$ m.

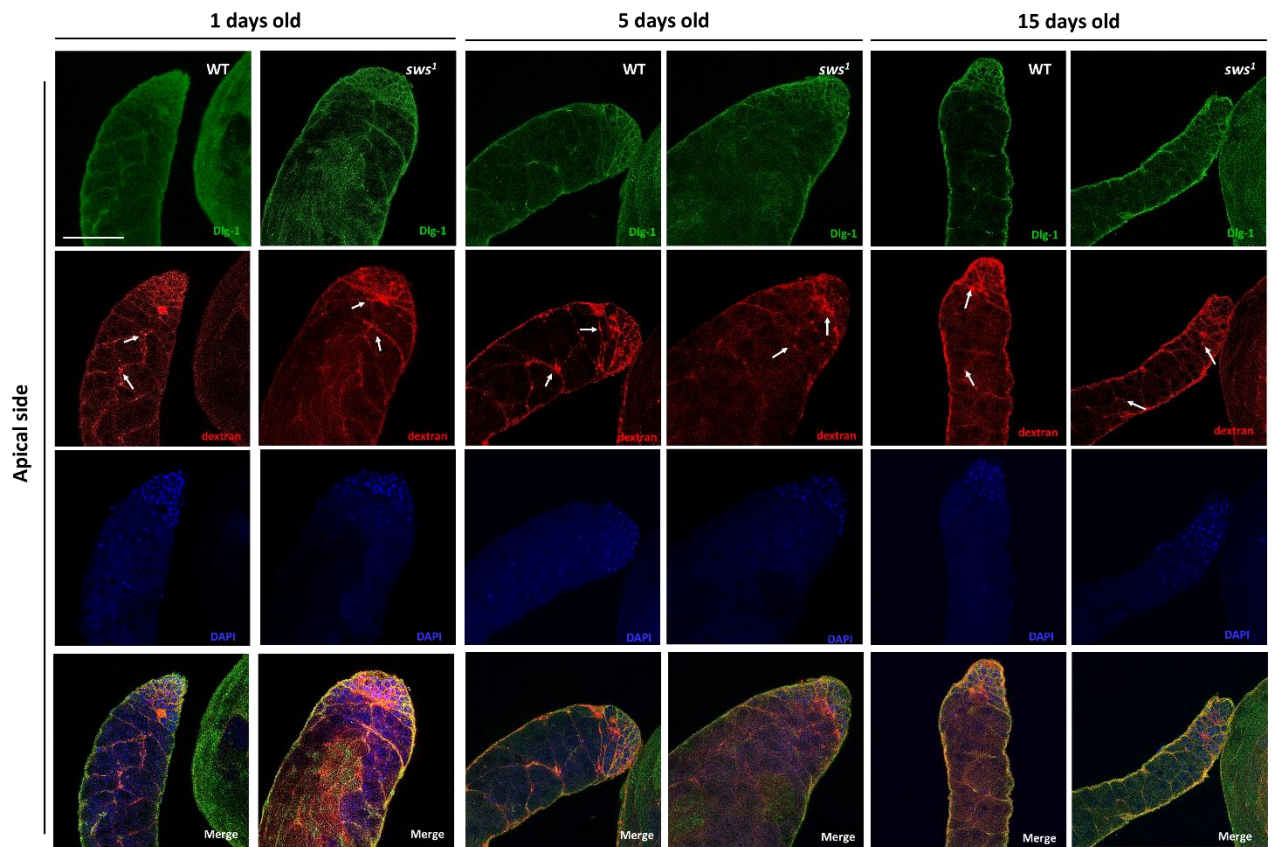

**Fig S3. Somatic permeability barrier integrity on early phases of spermatogenesis.** Permeability assay using 10kDa Dextran dye labeled Texas Red indicates that somatic permeability barrier is intact on early phases in wild type and mutant *sws*<sup>1</sup> (White arrows). Green – DLG-1; red – dextran; blue – Dapi. Scale bar: 50  $\mu$ m.

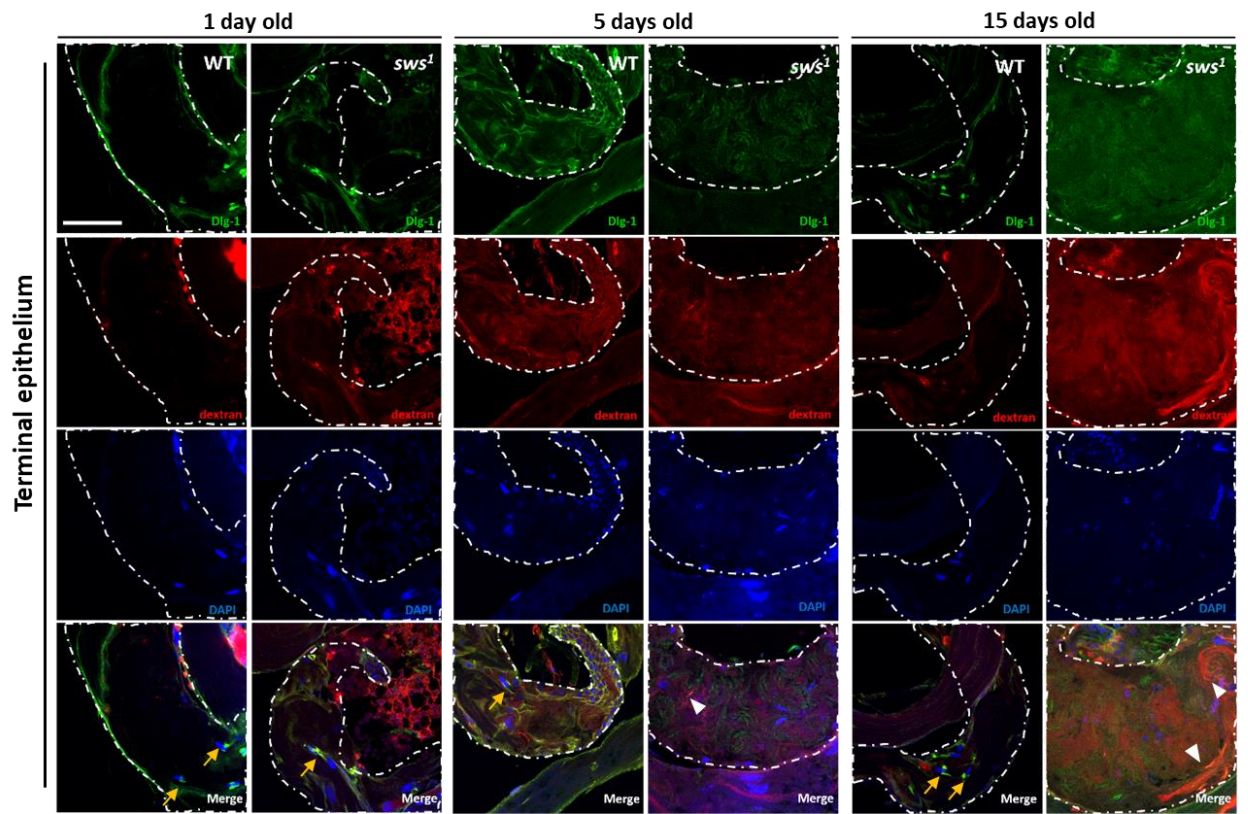

**Fig.S4. Somatic permeability barrier integrity on late phases of spermatogenesis.** The somatic permeability barrier becomes leaky in the *sws<sup>1</sup>* mutant. Green – DLG-1; red – Dextran 10kDa; blue – Dapi. Yellow arrows show that Dlg-1 localizes caudal to the compact nuclei bundle of the mature spermatids during the late stages. White arrowheads show dextran localization in spermatids. Scale bar: 50  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

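The measurement re-analysed is the RNA sequencing of testes from 5-day-old WT (Canton S) and *sws*1 males, with 2 libraries per genotype and 30 pairs of testes per library. The authors trimmed the reads with Trimmomatic 0.40, mapped them with Hisat2 2.2.2 and counted the reads on each annotated transcript with htseq-count 2.0.3. The values the authors deposited are these whole-number counts per transcript, without normalization. For the paper, the authors tested differential expression with DESeq2 1.52.0 and GO enrichment with clusterProfiler 4.18.4. The paper's text does not name the release of the reference or the strand setting of the counting. Transcripts were matched by their FlyBase identifiers to genes of the BDGP 6.54 annotation (Ensembl release 115), from which all coordinates are taken, and the 10 transcripts that did not match were left out of the sums per gene.

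The 4 libraries hold between 2218335 and 4498060 counts. The 10 genes with the most counts took between 6.35% (*sws*1 replicate 2, Wilson 95% interval 6.32 to 6.38) and 6.61% (*sws*1 replicate 1, 6.58 to 6.64) of a library. These intervals cover counting error only, as do the bounds against 3 counts. For each degree of freedom, the chi-square between replicates was 3.36 in WT and 3.99 in *sws*1 for genes, and 11.4 and 10.9 for transcripts.

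Genotypes were compared in R 4.3.3 with edgeR 4.0.16, using filterByExpr, TMM scaling and the robust quasi-likelihood test with genotype as the only term. A DEG needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2FC above 0.3, the thresholds of the paper. Standard errors beside edgeR values are the absolute log2FC divided by the square root of the test's F statistic. The test, the transcripts as the unit, the gene lists and the alternatives on the transcripts, among them the sum per gene, were set before the data were examined. The sum per gene was then given its own family of alternatives, chosen after seeing the data. The alternatives at both levels were DESeq2 1.42.0, DESeq2's size factors or upper-quartile factors inside edgeR, no filter, at least 10 counts in every library, the replicate number as a block, other thresholds, edgeR's glmTreat, and leaving out each library in turn, which gives fold changes only. On counts summed per gene, a trend of the log2FC with transcript length was also removed. GC content was not examined.

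The genes named are those the paper names for testis RNA or whose protein it measures, those labelled in Figure 4A, members of the GO terms the paper names and of the gene lists, and the 10 genes with the largest log2FC each way. The last group was limited to genes past both thresholds with libraries that do not overlap and at least 50 counts in each library of the higher genotype. It was taken from the counts summed per gene because no transcript passed the thresholds with edgeR and filterByExpr. A fold change against a genotype with at most 3 counts in both libraries is given as a lower bound.

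The 22 gene lists cover septate junction genes, axoneme and sperm motility, post-meiotic transcription and sperm chromatin, spermatocytes, spermatogonia, cyst cells, accessory gland, ejaculatory duct and bulb, fat body, hemocytes, muscle, midgut, antimicrobial peptides, fatty acid synthesis, triglyceride lipases, tubulins, cytoplasmic dynein, Y-linked genes, canonical respiratory subunits, their testis-specific paralogs, cytoplasmic ribosomal proteins and mitochondrially encoded genes. They were written from gene names after Table S1 had been read, so the number of members in Table S1 is given for each list. *kl-2*, *kl-3* and *kl-5* are in both the axoneme and the Y-linked lists, and *betaTub85D* is in both the spermatocyte and the tubulin lists. Each list was tested by camera of limma 3.58.1 with a preset correlation of 0.01, two-sided and adjusted over the 22 lists, with fry and an estimated correlation as alternatives. Tables were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

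The tests were tried on simulated data drawn from the means and sizes of the 4 libraries, with 600 changed features in total over 3 draws per setting. On counts summed per gene, edgeR recovered 423 genes (70.5%) changed 2-fold, and 80 of its 503 calls were unchanged genes. DESeq2 recovered 279 (46.5%), with 17 of 296 calls on unchanged genes. For transcripts, edgeR recovered 5 (0.833%) changed 2-fold and 133 (22.2%) changed 4-fold. DESeq2 recovered 158 transcripts (26.3%) changed 2-fold, but 78.9% of its calls were unchanged ones. Shares of unchanged calls depend on how many features change, so they do not carry over to the real calls. Camera called 0 of 99 unshifted lists of 25 genes and gave the shifted list an adjusted p of 6.84e-05. Genes were drawn independently of each other, so this does not test camera on lists whose genes vary together. On the real data, 0 lists were called with the estimated correlation.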

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

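Apart from edgeR's test of the genes and camera's test of the list, each test on these results was chosen only after the result was seen.

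On counts summed per gene, 6 genes had at most 3 counts in both WT libraries and at least 50 in both *sws*1 libraries, and another 6 showed the opposite. The paper does not discuss these 12 genes, and their signal in one genotype lies far above the other. They are *CG43050*, *CG1971*, *CG41562*, *CG33669*, *CG45154* and *Anp*, higher in *sws*1, and *CG45492*, *kek4*, *Pp1-Y1*, *CG18536*, *CG43175* and *CG14369*, higher in WT. Sampling of low counts is argued against, since the splits that put 1 library of each genotype on each side gave 0 such genes. A strain difference linked to the X chromosome could be the source of some of them. Of the 12 genes, 4 lie on the X (*CG41562*, *CG33669*, *CG45154* and *CG45492*), against 16.1% of the tested genes, with an odds ratio of 2.60 (two-sided Fisher's exact test, p = 0.114). They start at 22251582, 6399455, 21146281 and 19943357, and *sws* at 7956820. *Pp1-Y1*, with 148 and 97 counts in WT and 0 and 0 in *sws*1, lies on the Y chromosome. A strain difference in that gene itself would therefore not be linked to the X. With 12 genes, a linked strain difference and an effect of the mutation cannot be told apart, and strain differences on the other chromosomes coincide with the genotype in this design. *CG18536* overlaps *sbb* on the opposite strand. *CG43175* overlaps *lncRNA:CR45222*, *roo{}1378* and *tRNA:Pro-TGG-1-3* on the same strand and *tRNA:Ala-AGC-2-5* on the opposite one. Reads shared with similar genes were not examined. An effect of the mutation stays open and untested.

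The ejaculatory duct and bulb list, which the paper does not discuss, had a median log2FC of 4.28 in *sws*1. Its 3 tested genes, *Est-6*, *Gld* and *Dup99B*, were all upregulated DEGs (also 3 adjusted over the list alone), and all 3 are in Table S1, so that the study had picked them from these libraries. The adjusted p was 8.11e-16 with camera, 0.0329 with fry and 0.232 with the estimated correlation, and the median was between 3.81 and 4.72 with each library left out. With DESeq2 and without a filter, which test further genes of the list, the median was 2.82 and 2.83. *Est-6* had 34 and 39 counts in WT and 492 and 530 in *sws*1 (log2FC 4.28, adjusted p = 1.68e-09, edgeR), and *Gld* had 43 and 26 in WT and 194 and 154 in *sws*1. Tissue of the male tract left on the dissected testes is a candidate explanation, since the accessory gland list rose as well. In that list all 25 genes were higher in *sws*1. The accessory gland genes were 1.46 higher on the log2 scale in *sws*1 replicate 1 than in replicate 2 at the median. *Dup99B*, with 205 counts in *sws*1 replicate 1 and 94 in replicate 2, and *Gld* were also higher in replicate 1, while *Est-6* was not. For the ejaculatory duct and bulb list, the median log2 ratio of *sws*1 replicate 1 over 2 was 0.20. *Est-6* overlaps *thoc6* and *Gld* overlaps *lncRNA:CR44338*, both on the opposite strand. These values exclude neither carry-over nor a change of expression in *sws*1 males, and both stay open.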

How the results depend on the processing

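The tests of the accessory gland, of transcript length and of the splits were chosen only after the results were seen, as were all alternatives on counts summed per gene.

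At the level of transcripts, edgeR called 0 DEGs with TMM scaling, and also with DESeq2's size factors, upper-quartile factors, no filter, the replicate block, no fold threshold, a fold threshold of 1 and glmTreat. At an unadjusted p under 0.05 there were 2328 past the fold threshold, 996 up and 1332 down. Summing per gene gave 2012 DEGs (903 up, 1109 down), with 5 of the 6 septate junction genes, all 8 genes measured by qRT-PCR, 1019 genes of Table S1 and 147 genes of its GO terms. DESeq2 gave 1455 (543 up, 912 down), with 2, 7, 801 and 130 of these. A minimum of 10 counts in every library gave 450 (153 up, 297 down), with 1, 5, 364 and 58. This filter tests fewer transcripts and removes those at 0 counts in a library, and beyond that the cause was not tested. Camera called 9 lists on transcripts, fry 5 and the estimated correlation 0, with 1 list at an unadjusted p under 0.05. Summing changed the log2FC of *sws* to −1.28, past the threshold, and that of *dlg1* to −0.12, with the opposite sign. Leaving out 1 library gave from −2.25 to −0.53 for the transcript of *sws* and from −8.50 to 8.80 for that of *bark*, whose sign follows which library holds its counts. *mesh*, *cora*, *Nrg* and *Fas3* had no value for their transcripts in Table S1, and *Sdic4* had none with 10 counts in every library. Of the other values of single genes on transcripts, 57 kept their direction and side of the threshold or moved little, 18 came past the threshold and 7 moved.

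On counts summed per gene, DESeq2 gave 994 DEGs (363 up, 631 down), a fold threshold of 1 gave 592 (371 up, 221 down) and glmTreat 991 (505 up, 486 down), against 2012 (903 up, 1109 down). An unadjusted p under 0.05 gave 3011 (1496 up, 1515 down). A fold threshold of 1 and glmTreat are stricter and an unadjusted p is looser by construction, and for DESeq2 the cause was not tested. Size factors, upper-quartile factors, no filter, 10 counts, the block, the removed length trend and no fold threshold gave between 1817 and 2206 DEGs. With upper-quartile factors, 1107 were up and 935 down, so that the larger group changed, as it did with a fold threshold of 1 and with glmTreat.

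Of the 10 lists that camera called on these counts, fry called 4 and the estimated correlation 0 (3 at an unadjusted p under 0.05), with unchanged medians. Not called by either were septate junction (median 0.30), axoneme (−0.25), post-meiotic (−0.30), accessory gland (4.21), antimicrobial peptides (1.22) and mitochondrially encoded genes (−0.26). Fatty acid synthesis (0.79), testis-specific paralogs (−0.26), ejaculatory duct and bulb (4.28) and fat body (0.97) were called by fry and not with the estimated correlation. The cause was not tested.

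With each library left out in turn, the median ranged from 0.19 to 0.47 for septate junction genes, from 3.27 to 4.81 for the accessory gland, from −0.32 to −0.25 for testis-specific paralogs, and from −0.14 to −0.0097 for canonical subunits. It changed sign for spermatocytes (−0.019 to 0.21), hemocytes (−0.15 to 0.56), triglyceride lipases (−0.053 to 0.11), dynein (−0.090 to 0.031) and ribosomal proteins (−0.24 to 0.040). Removing the length trend changed the sign for hemocytes (−0.078), triglyceride lipases (−0.028), canonical subunits (0.095) and ribosomal proteins (0.057). Camera no longer called testis-specific paralogs (−0.12, adjusted p 0.148) and mitochondrially encoded genes (−0.16, 0.206) with the trend removed, and it called the Y-linked list (−0.19, 0.0181). With upper-quartile factors the sign changed for dynein (0.033) and canonical subunits (0.0030), while the median of all tested genes rose by as much, from 0.02 to 0.07. The causes of the other changes were not tested. Of the remaining results on these counts, 262 for lists and genes that the text names among many kept their direction and side of the threshold or moved little, and of those that changed 18 moved, 6 came past the threshold and 6 fell short of it.

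The libraries of both genotypes carry the numbers 1 and 2. With the replicate block, there were 0 DEGs on transcripts and 2091 (947 up, 1144 down) on counts summed per gene. It changed camera's calls for the dynein list (adjusted p 0.0422 against 0.0690) and the antimicrobial peptide list (0.0662 against 0.0299). Deviations from the group means of same-numbered libraries had a correlation of −0.014 across transcripts and −0.0078 across genes, which gives no sign of pairing. With 2 libraries per genotype there are 3 splits into 2 and 2. Only 1 of the 3, the real one, gave as many DEGs on summed counts, and the other 2 gave 0, but 3 splits are too few for a share under 0.05, so the genotypes and a chance division of the libraries cannot be told apart by this count. In simulated data with these 4 libraries, edgeR recovered 0.833% of 2-fold changes on transcripts, where the biological coefficient of variation was 0.607, and 70.5% on counts summed per gene, where it was 0.106, so that few changes of this size can be called on transcripts.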

Differences from the paper's values

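The values on counts summed per gene with DESeq2 and with glmTreat were computed only after the other results were seen.

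The paper reports 1054 DEGs, 389 upregulated and 665 downregulated. The transcripts as deposited gave 0 DEGs, 0 upregulated and 0 downregulated, with edgeR (2413 transcripts at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 on the transcripts came within 1.5 times the paper's numbers, with 1455 DEGs, 543 up and 912 down, and DESeq2 is the tool the paper's methods name. The sum per gene (2012, 903 up and 1109 down), a minimum of 10 counts in every library (450, 153 up and 297 down) and an unadjusted p under 0.05 with the fold threshold (2328, 996 up and 1332 down) did not close the gap, nor did the others, which gave 0. DESeq2 on counts summed per gene, chosen after seeing the values, gave 994 DEGs, 363 up and 631 down. With glmTreat on the same counts, also chosen after seeing the values, there were 991, 505 up and 486 down. Of the genes the paper calls, 0 passed on the transcripts with edgeR, whereas 1019 passed on the sum per gene, 801 with DESeq2 on transcripts, 364 with 10 counts in every library and 947 with DESeq2 on counts summed per gene, the last chosen after seeing the values.

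For *CG12376*, the paper's log2FC in Table S1 is 1.40 and that of its transcript here 1.22. Summing per gene, set before the data were examined, gave 1.41. DESeq2's size factors, upper-quartile factors, DESeq2, no filter, 10 counts in every library and the replicate block did not close the gap. DESeq2 on summed counts, chosen after seeing the values, gave 1.40.

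By qRT-PCR, the paper shows for *Erasp* a level in *sws*1 of about 0.03 relative to WT (Fig. 4B, read by eye), against 0.141 from the RNA-seq counts of its transcript. For *CG12376*, the level in WT relative to *sws*1 is about 0.15 in the paper (Fig. 4C, read by eye) and 0.428 here, or 0.376 on counts summed per gene. For *Sdic4* it is about 0.47 in the paper (Fig. 4C, read by eye) and 0.00272 here. None of the alternatives set before the data were examined closed these gaps. For *bark* it is about 0.74 in the paper (Fig. 4C, read by eye) and 0.782 for its transcript, but 0.318 on counts summed per gene.

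The paper describes *ProtB*, *Erasp*, *Cyp4p3*, *CG12376*, *Tsf1* and *Sdic4* as among the genes with the most altered expression. On counts summed per gene, *Sdic4* alone of these 6 was among the 10 largest changes in its direction.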

Other observations

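The tests of late germ cells in the respiratory genes, of somatic tissue in the septate junction list and of the X chromosome among all DEGs were set out before their results were seen. So were edgeR's test of the genes and camera's test of the lists. Every other test, with all alternatives on counts summed per gene, was chosen only after the result was seen.

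The accessory gland list rose in *sws*1 in 25 of 25 tested genes. Carry-over of accessory gland tissue with the dissected testes is a candidate explanation. It would vary with dissection, and 24 of the 25 genes were higher in *sws*1 replicate 1 than in replicate 2, by a median of 1.46 on the log2 scale, against −0.011 for all genes. In WT the median log2 ratio of replicate 1 over 2 was −0.29. Of the 25 genes, 8 had at least 10 counts in both WT libraries, so the WT testes hold RNA of part of the list too, and 21 of the 25 were picked by the study from these libraries. The level of *Acp36DE* rose from 24.2 ± 1.70 to 558 ± 320 CPM (SD, n = 2 each). A change of expression in *sws*1 males that differs between animals would give the same ratio between the libraries, so it and carry-over cannot be told apart.

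The 6 genes of triglyceride lipase activity in Table S1 also differed between the *sws*1 replicates, with 5 of 6 higher in replicate 1 and a median log2 ratio of 1.57, which random sets of 6 genes reached with a permutation p = 1.00e-05, the smallest that 100000 draws can give. For the accessory gland list the same median was 1.46. None of the 6 is in that list, but it was written from gene names, so their absence does not argue against expression in the gland. Because the genes were chosen for being higher in *sws*1, carry-over of gland tissue and a response to the mutation cannot be told apart for them.

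For the septate junction list (median log2FC 0.30), an equal rise of all somatic tissue per sample is argued against. The cyst cell, hemocyte, muscle and fat body lists moved apart (permutation test of the Kruskal-Wallis statistic, p = 0.00815), with 0.95 between the largest and smallest median. Their medians were all positive (fat body 0.97, muscle 0.36, cyst cell 0.12 and hemocyte 0.027). More of a somatic tissue whose list rose therefore stays open. A trend with transcript length as the whole cause is also argued against, since the list had a median of 0.34 and a camera adjusted p of 0.00191 once the trend was removed. Over the alternatives on summed counts, the adjusted p of the list lay between 1.78e-05 and 0.376, the highest with the estimated correlation. Carry-over of gland tissue might raise some of these genes. In proportion to the accessory gland list it would give a median log2 ratio of *sws*1 replicate 1 over 2 of 0.30, and the observed one was 0.082. The median of observed minus expected was −0.077 (95% bootstrap interval −0.44 to 0.060), an interval that includes 0, so that this explanation and an effect of the mutation cannot be told apart. Without *sws*1 replicate 1 the median of the list was 0.19, and without *sws*1 replicate 2 it was 0.47.

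Testis-specific respiratory paralogs may be lower because late germ cells are fewer. The difference of their median log2FC from that of the canonical subunits was −0.21 (two-sided permutation test, p = 0.0591). With the length trend removed the difference was −0.22 (permutation test, p = 0.00735), while the list itself no longer passed camera's threshold (adjusted p 0.148, between 9.43e-06 and 0.325 over the alternatives). With these values neither the cell composition, nor the length trend, nor a change within cells can be excluded, and they cannot be told apart.

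Strain differences in the changed genes themselves, linked to the X chromosome where *sws* lies, are argued against as the source of the DEGs as a whole. Of the 2012 DEGs, 222 lie on the X. On the X, 222 of 1554 tested genes (14.3%) were DEGs, against 22.2% elsewhere (odds ratio 0.586, two-sided Fisher's exact test, p = 5.46e-13). Within 2 Mb of *sws*, 50 of 289 genes (17.3%) were DEGs (odds ratio 0.788, two-sided Fisher's exact test, p = 0.142). The share of DEGs that the X would hold without strain differences is unknown, so these ratios do not exclude linked differences at some genes. Effects of the X on genes of other chromosomes, and strain differences on those chromosomes, were not tested.

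The rise of *Sdic4* could come from reads divided differently between near-identical *Sdic* copies. Over the 7 copies summed, the log2 ratio of *sws*1 over WT was −0.017, with a pooled SD between replicates of 0.33. This spread is too large to exclude a rise of the size of *Sdic4*, so the explanations cannot be told apart.

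That edgeR with filterByExpr called no transcript goes with reads of one gene being divided differently among its transcripts in each library. In genes with more than 1 transcript, the one with the most counts differed between WT replicates in 16.1% and between *sws*1 replicates in 16.6%. The fold changes of Table S1 are consistent with counts summed per gene, since DESeq2 on such sums gave a log2FC within 0.01 of the table for 992 of its 1054 genes (94.1%), against 75 of 1002 (7.49%) for DESeq2 on transcripts.

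For proteins that the paper measured, the RNA values on counts summed per gene were a log2FC of 0.24 for *alphaTub84B* (standard error 0.10, adjusted p = 0.0797, edgeR), −0.20 for *alphaTub84D* (adjusted p = 0.323, edgeR), 1.12 for *alphaTub85E* (adjusted p = 2.71e-06, edgeR) and 0.96 for *Dhc64C* (adjusted p = 1.09e-05, edgeR). *alphaTub67C* had at most 2 counts in each library. The dynein gene *sw* had a log2FC of 1.15 (adjusted p = 8.40e-05, edgeR).

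The lists at no claim gave these medians on counts summed per gene. The tubulin list (7 genes) had 0.24 (camera adjusted p 0.166). The dynein list (13 genes) had −0.018 (0.0690) with 3 DEGs up and 3 down (3 and 5 adjusted over the list alone). Its median was 0.031 without WT replicate 1, −0.087 without WT replicate 2 and −0.090 without *sws*1 replicate 1. It was 0.033 with upper-quartile factors, which raised the median of all tested genes by as much. Camera's adjusted p for the dynein list was 0.0432 without a filter and 0.560 with 10 counts in every library. The 21 spermatocyte genes had 0.095 (0.549), −0.019 without *sws*1 replicate 1 and 0.21 without WT replicate 2. The 7 spermatogonia genes had −0.19 (0.312), −0.31 without WT replicate 1, −0.035 without WT replicate 2 and −0.050 without *sws*1 replicate 1. For 9 cyst cell genes the median was 0.12 (0.182), and it was 0.27 without *sws*1 replicate 1 and 0.18 without WT replicate 1. The 7 fat body genes had 0.97 (4.13e-08) with 5 upregulated DEGs, also 5 adjusted over the list alone. The 7 hemocyte genes had 0.027 (0.818), 0.56 without WT replicate 1, −0.15 without WT replicate 2, 0.16 without *sws*1 replicate 1, −0.091 without *sws*1 replicate 2, −0.078 with the length trend removed, 0.17 with DESeq2 and 0.16 without a filter. The 10 muscle genes had 0.36 (0.0650), and camera's adjusted p was 0.0346 without a filter and 0.0298 with 10 counts in every library, with 0.614 as the highest over the alternatives. The 8 midgut genes had −0.40 (0.312), and −0.12 without WT replicate 2. The 9 antimicrobial peptide genes had 1.22 (0.0299) with 5 DEGs up and 2 down (6 and 2 adjusted over the list alone). The 12 Y-linked genes had −0.11 (0.0690), −0.041 without *sws*1 replicate 1 and −0.16 without *sws*1 replicate 2. For them, camera's adjusted p was 0.0181 with the length trend removed, the lowest over its alternatives. It was 0.0357 without a filter and 0.587 with 10 counts in every library. The 88 ribosomal protein genes had −0.091 (0.158), −0.00029 without WT replicate 1, −0.18 without WT replicate 2, −0.24 without *sws*1 replicate 1, 0.040 without *sws*1 replicate 2 and 0.057 with the length trend removed. Table S1 holds 3 of the tubulin, 6 of the dynein, 5 of the spermatocyte, 2 of the spermatogonia, 2 of the cyst cell, 3 of the fat body (among them *Tsf1*), 1 of the muscle, 3 of the antimicrobial peptide, 1 of the Y-linked and 3 of the ribosomal protein genes, and 0 of the hemocyte and midgut genes.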
